# Transcriptomic Analysis Using Olive Varieties and Breeding Progenies Identifies Candidate Genes Involved in Plant Architecture

**DOI:** 10.3389/fpls.2016.00240

**Published:** 2016-03-02

**Authors:** Juan J. González-Plaza, Inmaculada Ortiz-Martín, Antonio Muñoz-Mérida, Carmen García-López, José F. Sánchez-Sevilla, Francisco Luque, Oswaldo Trelles, Eduardo R. Bejarano, Raúl De La Rosa, Victoriano Valpuesta, Carmen R. Beuzón

**Keywords:** plant architecture, *Olea europea*, RT-*q*PCR, dwarf phenotype, microarray, transcriptomics

## Abstract

Plant architecture is a critical trait in fruit crops that can significantly influence yield, pruning, planting density and harvesting. Little is known about how plant architecture is genetically determined in olive, were most of the existing varieties are traditional with an architecture poorly suited for modern growing and harvesting systems. In the present study, we have carried out microarray analysis of meristematic tissue to compare expression profiles of olive varieties displaying differences in architecture, as well as seedlings from their cross pooled on the basis of their sharing architecture-related phenotypes. The microarray used, previously developed by our group has already been applied to identify candidates genes involved in regulating juvenile to adult transition in the shoot apex of seedlings. Varieties with distinct architecture phenotypes and individuals from segregating progenies displaying opposite architecture features were used to link phenotype to expression. Here, we identify 2252 differentially expressed genes (DEGs) associated to differences in plant architecture. Microarray results were validated by quantitative RT-PCR carried out on genes with functional annotation likely related to plant architecture. Twelve of these genes were further analyzed in individual seedlings of the corresponding pool. We also examined *Arabidopsis* mutants in putative orthologs of these targeted candidate genes, finding altered architecture for most of them. This supports a functional conservation between species and potential biological relevance of the candidate genes identified. This study is the first to identify genes associated to plant architecture in olive, and the results obtained could be of great help in future programs aimed at selecting phenotypes adapted to modern cultivation practices in this species.

## Introduction

Plant architecture is a factor of paramount importance for agriculture, affecting the suitability of a plant for cultivation, yield, light assimilation, and harvesting (Reinhardt and Kuhlemeier, 2002; Hanan et al., 2003). A balance between endogenous growth processes and environmental limitations determines plant architecture (Barthélémy and Caraglio, 2007), however genotype is believed to be the main factor (Busov et al., 2008). A good example of the extreme importance of genetic determination of plant architecture for agriculture is the impact that variation at *teosinte branched 1* has had in the domestication of maize (Doebley et al., 1995). Plant architecture results from the branching pattern, size, shape, and position of leaves and flowers in the plant (Reinhardt and Kuhlemeier, 2002; McSteen and Leyser, 2005). Its complexity is defined by the ability to establish new axis of growth during post-embryonic development, through differentiation of axillary meristems. Axillary meristems can initiate growth after they are formed or remain dormant before developing (Costes et al., 2006). The regulation of shoot growth is also a factor that defines the vegetative branching pattern (McSteen and Leyser, 2005; Schmitz and Theres, 2005). Time and degree of shoot branching is determined by environmental or endogenous signals, being the hormones auxin, cytokinins, gibberellins or strigolactones, examples of the later type of signals (Gomez-Roldan et al., 2008; Umehara et al., 2008; Vogel et al., 2010). In *Arabidopsis*, the central molecular mechanism of growth regulation in the shoot apical meristem (SAM), is the WUS-CLV feedback loop (Turnbull, 2005; Wang and Li, 2008), in which the product of *WUS* promotes growth in the meristem, and it is itself repressed by the product of the *SYD* gen (Kwon et al., 2005). The activity of lateral meristems during reproductive development is key to the establishment of the different structures that lead to flower formation, and one of the most important elements for architecture and reproductive success (Schmitz and Theres, 2005).

The molecular determination of plant architecture has been studied mainly in annual crops as *Arabidopsis thaliana, Antirrhinum majus*, petunia (*Petunia hybrida*), pea (*Pisum sativum*), tomato (*Solanum lycopersicum*), maize (*Zea mays*) or rice (*Oryza sativa*), showing that plant height control is important as it directly influences yield (Wang and Li, 2006). Much less is known of the molecular mechanisms that regulate plant architecture in trees. Trees are perennial woody plants with a trunk or prominent primary shoot from which lateral branches emerge that have appeared repeatedly during natural evolution (Hollender and Dardick, 2015). Overall height, pattern and periodicity of branching, size, growth angle and orientation of each branch, are the main but not the only parameters that determine tree. Trees are known to adjust their structures in response to environmental stimuli, mainly to light, nutrient availability and crowding (Tomlinson, 1983), however, growth habit, which determines plant architecture, has been shown to be highly dependent on the genotype, which constrains these responses (Segura et al., 2009; Baldi et al., 2013). Hormones such as auxin, cytokinins and giberellins have also been shown to play an important role in determining plant architecture in trees, while the role of others such as strigolactones has been less clearly established than for herbaceous annual species (Hollender and Dardick, 2015). Also, although *Wuschel-related homeobOX* or *WOX* genes can be found in all plant species sequenced to date, their role in regulating the SAM has only been characterized in herbaceous species (Costanzo et al., 2014). Tree architecture is also critical in fruit orchards to determine the suitability for a given growing system, plant density or mechanical harvesting (Costes et al., 2006; Badenes and Byrne, 2011). As an example, columnar growth habit is potentially beneficial for apple growers since they would allow higher density planting and require less pruning than standard tree types, however, since none of the columnar varieties available to date can compete with commercially successful varieties in terms of fruit quality and disease resistance, breeding for columnar growth habit in commercially competitive apple varieties would be of great interest (Looney and Lane, 1984; Tobutt, 1985; Lauri and Lespinnasse, 1993; Meulenbroek et al., 1998; Moriya et al., 2009, 2012; Petersen and Krost, 2013).

Olive (*Olea europaea* L.) is an economically relevant crop, since olive oil is one of the most important vegetable oils in the world (Conde et al., 2008). However, most of the existing varieties are traditional (Haouane et al., 2011; Belaj et al., 2012), and not well adapted to new trends in olive growing (Barranco et al., 2010). These trends include increases from the traditional 100 trees per ha to intensive plantations of 400 or even 2000 trees/ha, in hedgerow growing systems (Villalobos et al., 2006; Baptista and Biswas, 2010). Adapting canopy size and shape to high planting densities is currently achieved by pruning, aimed to reach the highest leaf/wood ratio (García-Ortiz et al., 2004; Rosati et al., 2013), while reducing shading (Boardman, 1977; Gregoriou et al., 2007). Such practices are applied for example to plantations of Arbequina (Tous and Romero, 1993; Barranco et al., 2005), a Spanish variety widely used in intensive and hedgerow orchards due to its medium to low vigor and good agronomic behavior (Rallo et al., 2008; Larbi et al., 2011; Rosati et al., 2013). However, even varieties of this vigor show early competition for radiation in high-density orchards (Rallo et al., 2008; Connor et al., 2009), which can result in significant yield losses if adequate pruning practices are not applied (García-Ortiz et al., 2004; Pastor et al., 2005). To date, breeders have obtained two varieties with a tree architecture specifically adapted to high planting densities, Askal in Israel (Lavee et al., 2003) and Chiquitita or Sikitita (hereafter Chiquitita) in Spain (Rallo et al., 2008). Such bred varieties can potentially maximize the usage of light, and would thus facilitate maintenance reducing the need for pruning. However, despite the interest in breeding for specific tree architecture in olive, only few works have attempted to analyze its genetic basis, either through heredability studies (Hammami et al., 2011, 2012; Ben Sadok et al., 2013) or QTL analysis (Sadok et al., 2013), and none of them have identified genes associated to growth habit.

Genomics and associated tools are enabling researchers to tackle questions regarding the molecular and genetic mechanisms underlying determination of growth habit in historically intractable organisms for genetic analysis such as trees (Hollender and Dardick, 2015). Although the analysis of quantitative trait loci (QTL) has been very useful for breeding, they are often species-specific or even cultivar-specific. Thus, the identification and functional characterization of genes that contribute to specific aspects of tree architecture is critical to fully exploit tree genomes for crop improvement, enabling both conventional breeding and biotechnological improvements, as well as providing fundamental knowledge about tree development. The identification of candidate genes for complex traits like plant architecture can be greatly helped by the use of high-throughput analysis, such as microarrays analysis, often applied to this purpose in non-sequenced species (Alba et al., 2004; Utsumi et al., 2012). Microarray analysis have been successfully applied to the identification of candidate genes in tree species, such as *Populus trichocarpa* (Cohen et al., 2010; Di Baccio et al., 2011), or more recently to grapevine (*Vitis vinifera*) (Díaz-Riquelme et al., 2012) and olive (García-López et al., 2014). They have also been used to discover the genetic determinants of columnar growth habit in apple (Krost et al., 2012; Petersen and Krost, 2013). Here, we use a transcriptomic approach for the identification of candidate genes involved in plant architecture in olive. We use an olive microarray developed by the OLEAGEN Consortium (Muñoz-Mérida et al., 2013), and already applied to the analysis of juvenile to adult transition in this species (García-López et al., 2014). In the framework of an olive-breeding program carried out by the University of Córdoba and IFAPA, we analyze RNA from varieties with distinct architecture phenotypes, as well as groups of seedlings with a common genetic background, pooled by their architectural features. One of the varieties selected was Chiquitita, bred within this program and displaying a very peculiar shrubby growth habit with a very compact yet weeping canopy, very suitable for high-density orchards and harvesting with straddle machines (Rallo et al., 2008). Trees with non-standard growth habits can provide an excellent starting point for understanding the complex developmental processes that determine tree architecture (Hollender and Dardick, 2015). Transcriptomic analysis of the microarray data generated, allowed us to identify 2252 differentially expressed genes (DEGs) as potentially involved in determining plant architecture in olive. Quantitative RT-PCR assays on selected varieties and individual seedlings were additionally used to confirm microarray results, and to further link phenotype to expression. Functional proof was sought for through phenotypic analysis of *Arabidopsis* mutants in putative orthologs of selected candidate genes. The altered architecture phenotypes found for most of them support the conservation of their potential association to plant architecture and their possible future interest for olive breeding.

## Materials and methods

### Plant material and phenotyping

Olive material was provided by the olive breeding program of Cordoba (De La Rosa et al., 2013). We carried out our study on olive varieties used as parents in olive breeding programs of Córdoba (De La Rosa et al., 2013), and seedlings from their crosses displaying distinct architectural phenotypes. One of the selected varieties, Chiquitita, displays a particular shrubby growth habit with a compact yet weeping canopy and was obtained in this breeding program from a Picual × Arbequina cross, which were also included in our dataset (Figure 1 and Table 1) (Rallo et al., 2008). Among a hundred and twenty seedlings, obtained from a Picual × Arbequina cross (León et al., 2004; Pérez et al., 2014), and previously phenotyped for architecture-related traits (Atienza et al., 2014) and data not shown), we selected those individuals that displayed the lowest and highest values for internode length or trunk diameter, traits that show a direct correlation with size and shape of the olive canopy (Hammami et al., 2011, 2012; Tables 1, 2). The length of four internodes was measured in five representative 1-year old branches for each seedling (Hammami et al., 2011). Diameter was measured in the main seedling trunk at 1 m height, as previously reported (Hammami et al., 2011). We completed the analysis with the seedling pool including those seedlings from a Chiquitita × Arbosana cross previously evaluated as displaying a Chiquitita-like growth habit and categorized as Ideotype 3 in a previous study (Hammami et al., 2011, 2012; Tables 1, 2). The shape of the canopy is the most complex of the traits analyzed, and as expected from a multi-loci associated trait, shows a continuous distribution in the Chiquitita × Arbosana progeny. Thus, only clear Chiquitita-like shrubby canopies, undistinguishable from that of the parent Chiquitita, and clearly distinguishable from its other parent Arbosana, were selected for the pool.

**Figure 1:**
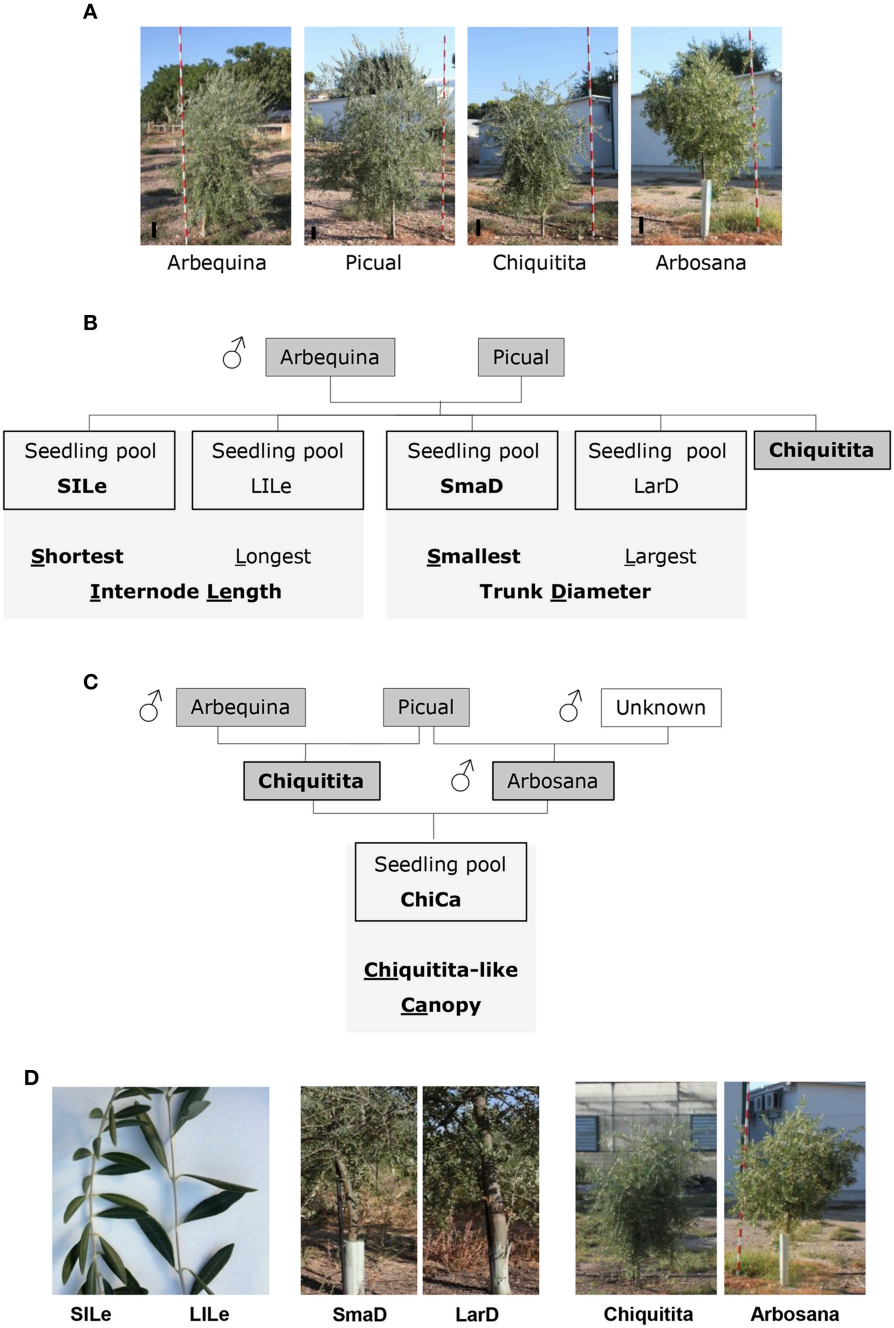
**Varieties and seedling pools used in this study. (A)** Pictures of 4-year old trees representative for the varieties Arbequina, Picual, Chiquitita, and Arbosana. A reference for the scale is included as a black line in all images; **(B,C)** Genetic relationships between varieties (shaded in dark gray), architectural traits (shaded in light gray) and phenotypes (boxed) for seedling pools selected from the Picual × Arbequina **(B)** and the Chiquitita × Arbequina **(C)** crosses. The phenotypes for each trait potentially best suited for high density planting are shown in bold. **(D)** Phenotypes of the seedling pools used in the microarray analysis: left panel shows images of typical phenotypes of individual seedlings selected to form the short internode length (SILe) and long internode length (LILe), selected for the internode length-based comparisons; center panel shows typical phenotypes of individual seedlings selected to form the small trunk diameter (SmaD) and large trunk diameter (LarD) selected for the diameter size-based comparisons; right panel shows images of the phenotypes of the varieties (Chiquitita and Arbosana) used for the growth habit-based comparisons.

**Table 1:** **Varieties used in this study**.

**Sample**	**Tissue**	**Description**	**Use**
Chiquitita	Active meristems	Chiquitita (Picual (♀) × Arbequina (♂))	Microarray hybridization, RT-qPCRs
Picual	Active meristems	Picual	Microarray hybridization
Arbequina	Active meristems	Arbequina	Microarray hybridization
Arbosana	Active meristems	Arbosana (Arbosana (♀) × unknown (♂))	Microarray hybridization, RT-qPCRs
77.3	Active meristems	Chiquitita (♀) × Arbosana (♂)	RT-qPCRs
79.5	Active meristems	Chiquitita (♀) × Arbosana (♂)	RT-qPCRs
81.4	Active meristems	Chiquitita (♀) × Arbosana (♂)	RT-qPCRs
83.7	Active meristems	Chiquitita (♀) × Arbosana (♂)	RT-qPCRs
85.2	Active meristems	Chiquitita (♀) × Arbosana (♂)	RT-qPCRs
SILe pool	Active meristems	Picual (♀) × Arbequina (♂)	Microarray hybridization
LILe pool	Active meristems	Picual (♀) × Arbequina (♂)	Microarray hybridization
ChiCa pool	Active meristems	Chiquitita (♀) × Arbosana (♂)	Microarray hybridization
LarD pool	Active meristems	Picual (♀) × Arbequina (♂)	Microarray hybridization
SmaD pool	Active meristems	Picual (♀) × Arbequina (♂)	Microarray hybridization

*Pool samples contain several seedlings. SILe, short internodes length; LILe, long internodes length; ChiCa, Chiquitita-like canopy; LarD, large trunk diameter; SmaD, small trunk diameter*.

**Table 2:** **Phenotypic data for trunk diameter and internode length for the individual seedlings selected for the seedling pools**.

**Seedling**	**Mother**	**Pollen donor**	**Diameter (mm)**	**Mean internode length of branch 1 (mm)**	**Mean internode length of branch 2 (mm)**	**Mean internode length of branch 3 (mm)**	**Mean internode length of branch 4 (mm)**	**Mean internode length of branch 5 (mm)**	**Mean internode length (mm)**	**Seedling pool**
52	Picual	Arbequina	42.12	3.28	3.20	2.93	2.13	1.95	2.70	SmaD
44	Picual	Arbequina	53.81	2.50	4.15	3.08	2.75	2.13	2.92	SmaD
49	Picual	Arbequina	53.48	2.75	2.33	1.95	2.35	2.43	2.36	SmaD
52	Picual	Arbequina	53.49	1.35	2.33	1.90	2.38	2.13	2.02	SmaD
38	Picual	Arbequina	48.00	1.68	0.90	1.05	0.63	1.00	1.05	SmaD
40	Picual	Arbequina	50.68	0.85	0.88	0.83	0.80	0.85	0.84	SmaD
39	Picual	Arbequina	106.52	1.15	1.63	0.70	1.18	1.10	1.15	LarD
44	Picual	Arbequina	105.25	0.88	1.65	1.93	1.45	1.80	1.54	LarD
59	Picual	Arbequina	110.83	1.85	1.68	1.10	1.50	1.50	1.53	LarD
50	Picual	Arbequina	92.81	1.43	1.38	1.50	0.95	1.15	1.28	LarD
59	Picual	Arbequina	101.92	1.63	1.53	1.80	2.05	1.68	1.74	LarD
45	Picual	Arbequina	59.83	1.73	2.13	1.18	1.63	1.05	1.54	SILe
60	Picual	Arbequina	77.72	1.20	1.63	1.10	1.35	1.50	1.36	SILe
46	Picual	Arbequina	87.76	0.88	1.50	2.03	1.80	1.98	1.64	SILe
42	Picual	Arbequina	42.24	1.95	1.75	1.13	1.38	1.15	1.47	SILe
47	Picual	Arbequina	66.02	1.55	1.25	0.88	1.58	0.73	1.20	SILe
49	Picual	Arbequina	90.15	1.55	1.25	1.33	1.83	1.35	1.46	SILe
50	Picual	Arbequina	85.91	2.80	2.43	2.15	2.00	1.55	2.19	LILe
47	Picual	Arbequina	92.45	2.30	3.13	2.73	2.38	1.73	2.45	LILe
53	Picual	Arbequina	86.37	2.58	2.48	2.73	2.38	2.10	2.45	LILe
59	Picual	Arbequina	108.65	2.53	1.80	1.95	1.85	1.83	1.99	LILe
62	Picual	Arbequina	119.19	2.43	2.93	2.03	2.00	2.90	2.46	LILe
3	Chiquitita	Arbosana	57.67	2.15	2.35	2.35	2.08	2.60	2.31	ChiCa
5	Chiquitita	Arbosana	72.23	2.13	1.93	2.48	2.18	2.50	2.24	ChiCa
4	Chiquitita	Arbosana	75.71	2.15	2.15	2.50	1.70	1.75	2.05	ChiCa
7	Chiquitita	Arbosana	67.78	2.00	2.20	2.13	2.00	2.03	2.07	ChiCa
2	Chiquitita	Arbosana	60.38	1.75	1.80	1.55	2.50	2.40	2.00	ChiCa

### RNA processing and microarray analysis

Transcriptomic analysis were carried out using actively growing shoots, key in determining plant architecture (Reinhardt and Kuhlemeier, 2002; Schmitz and Theres, 2005), and successfully analyzed for this purpose in apple (Krost et al., 2012). Harvesting was carried out at the end of Spring. Samples were immediately frozen in liquid nitrogen, and maintained at −80°C. Actively growing shoots were selected and approximately 1–2-cms from its tip (including the SAM) harvested for processing. Samples were composed of active shoots harvested from a single individual, which was processed individually or in pools depending on the type of sample and/or experiment. Four to six seedlings were used to generate pools, and were harvested individually and 0.2 g of tissue per individual mixed and processed prior to RNA extraction. The number of individuals displaying each of the selected phenotypes within the segregating progenies available determined the exact number of seedlings used for each pool.

RNA was isolated from olive meristems using a previously reported protocol (Bilgin et al., 2009). Shoots were harvested into three separate samples (biological replicates). One g of frozen tissue was used for RNA extraction in olive varieties. For RNA extraction of seedling pools, 0.2 g of each individual was used to complete the 1 g of tissue. *Arabidopsis* RNA was extracted using Trisure™ (Bioline, USA) following the vendor methodology. All samples were treated with RNase-free DNAse I (Takara Bio Inc., Japan), following the instructions provided. RNA quality was tested by electrophoresis and Nanodrop spectrophotometer (Thermo Fisher Scientific, USA), which was also used to determine concentration. RNA extractions were tested by PCR to ensure no trace of contaminating genomic DNA was detectable. Genomic DNA, used as a PCR positive control, was extracted using the Jet Flex Extraction kit (Genomed, Germany).

Olive cDNA was synthesized using Transcriptor First Strand cDNA Synthesis kit (Roche, Germany) with random hexanucleotides (Promega, USA). cDNAs were diluted 1:5 in molecular grade biology water and used as template for RT-*q*PCR. *Arabidopsis* cDNA synthesis was carried out using SuperscriptII reverse transcriptase (Life Technologies, USA), and iScript (BioRad, USA). Technical triplicates were obtained using the same cDNA preparation. Three biological replicates were hybridized against the microarray for each genotype or pool. 

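Replicate arrays of active shoot tips had close profiles in 8 of the 9 groups. Across the 37449 contigs, Pearson's r between the log2 intensities of 2 replicates had a median of 0.977 over the 27 pairs. The pairs of Arbosana, Arbequina, Picual, Chiquitita and the seedling pools ChiCa, LILe, SmaD and LarD lay between 0.953 and 0.992. The short internode pool SILe was the exception. Its replicates 1 and 2 correlated at 0.978, while replicate 3 reached 0.842 with replicate 1 and 0.839 with replicate 2. In SILe replicate 3, 15328 contigs (40.9%) lay at least 2-fold away from the mean of the other 2 SILe arrays. On the linear scale the 27 values ran from 0.847 to 0.993. These correlations are across contigs, which are not independent replicates.

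**Figure D1:**
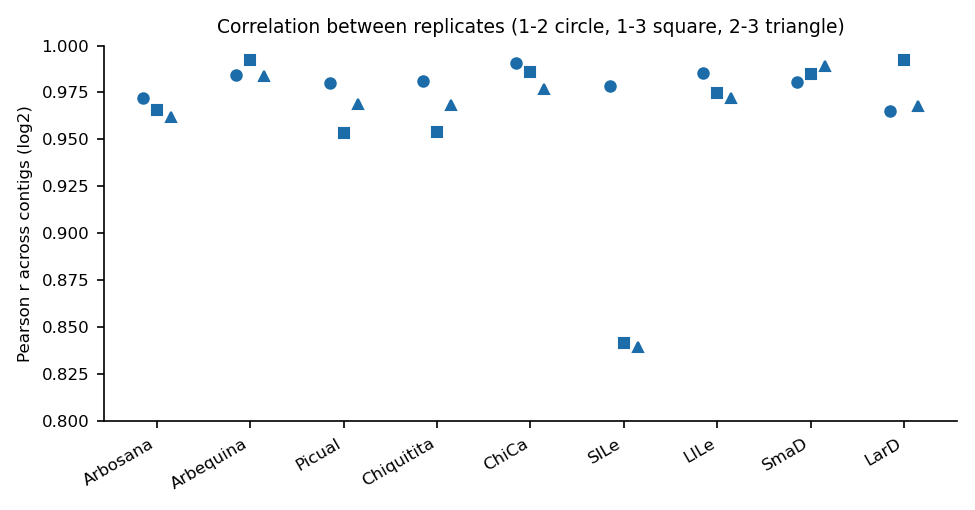
Pearson's r (no unit) across 37449 contigs on the log2 scale, on the vertical axis, for each pair of the 3 replicate arrays in the 9 groups on the horizontal axis; the axis starts at 0.8. The pairs of SILe that include replicate 3 sit at 0.842 and 0.839, below all pairs of the other groups (0.953 or higher).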

Expression profiles for each of the replicates showed a high correlation in each of the 9 samples used to hybridize the array (Table S3).

We used a previously reported 60-mer oligonucleotide microarray (García-López et al., 2014), designed by Roche Nimblegen Inc. (Madison, USA), including 37449 unigenes assembled from part of the sequences obtained by Muñoz-Mérida et al. (2013). Labeling, hybridization, and scanning were performed following Nimblegen procedures. The results obtained were normalized to eliminate systematic variation not caused by biological effects (Bremer and Doerge, 2010). The correlation between biological replicates was tested following a previously described method (Zahn et al., 2010). Expression data accessible through GEO Series accession number GSE60284 at NCBI Gene Expression Omnibus (Edgar et al., 2002). Expression profiles were compared following an approach previously applied to *Populus* (Street et al., 2006) and *Eschscholzia californica* (Zahn et al., 2010) using an interwoven loop design and pooled individuals from the same cross, sharing the relevant phenotype. In the three-way comparisons for quantitative traits, genes selected displayed significant differences in expression (more than a 2-fold, α < 0.05, Student's *T*-test) between the pools of individuals displaying opposite phenotypes (Small trunk diameter or SmaD vs. large trunk diameter or LarD, and short internode length SILe vs. long internode length LILe), but their expression was not significantly different between Chiquitita and the pool with the similar phenotype (SmaD or SILe, respectively). For the three-way comparisons carried out for growth habit, the genes selected were those showing significant differences in expression between Chiquitita and Arbosana, but not between Chiquitita and the Chiquitita-like canopy (ChiCa) pool.

### Functional annotation

Unigenes in the microarray were functionally annotated using Sma3s (Muñoz-Mérida et al., 2014), and compared with the published transcriptome (Muñoz-Mérida et al., 2013). The annotation generated was loaded as a tab-separated file in the Blast2GO 3.0 suite (Conesa et al., 2005), to retrieve the GO structure of our data. A directed acyclic graph (DAG) (Conesa et al., 2005) was made with default variables. Statistical analysis of GO terms enrichment was carried out using the Blast2GO suite (Conesa et al., 2005) to perform a two-tailed Fisher's exact test (Bremer and Doerge, 2010), a non-parametric test for independence that calculates the false discovery rate (FDR) (Benjamini and Hochberg, 1995) (term filter value of 0.05). For MapMan (Thimm et al., 2004) suite, a functional annotation of the AS8trim3 assembly (Muñoz-Mérida et al., 2013) was performed using the Mercator web tool (Crowhurst et al., 2008). Putative orthologs for olive candidate genes in *Arabidopsis* were identified using BlastX analysis and an *e*-value limit of 3 × 10^−8^, adjusted to a Rost curve (Rost, 1999).

### Real-time PCR

RNA and cDNA samples for real-time PCR analysis were obtained as described above for microarray analysis. SYBR Green RT-PCR reactions of olive samples were performed using Sofast Evagreen Supermix (BioRad, USA) in 10 μl volumes containing 1 μl of cDNA template and 10 μM forward and reverse primers (Table S1). The program used was: 30 s at 98°C; 40 cycles of 98°C (5 s), 60°C (10 s), 72 (3 s), and 78°C (3 s); with a melting curve from 65°C to 95°C (increment 0.5°C/s). Reactions were run in BioRad CFX96 (BioRad, USA) and analyzed by MyIQ™ software. Threshold detection parameters were adjusted automatically. Expression of triplicate samples of three independent experiments for each transcript was calculated using the ΔCt method (Real-Time PCR Applications Guide, 2006, BioRad, USA). Technical triplicates were obtained using the same cDNA preparation. An internal control of constitutive olive actin was used for the normalization of results. The constitutive normalization control was previously selected as the most constant in expression following comparison of several genes and primer pairs on different olive tissues (García-López et al., 2014).

### Genotyping and phenotyping *Arabidopsis* mutants

Mutants of *Arabidopsis* were ordered from Nottingham *Arabidopsis* Stock Centre (NASC) (Scholl et al., 2000; Table S1). Mutants *svp*-41 and *dwf* 4-101/*snp*2-1, were kindly donated by Dr. Peter Huijser (Department of Molecular Plant Genetics, Max Planck Institute for Plant Breeding Research, Cologne, Germany), and by Dr. Kotaro T. Yamamoto (Division of Biological Sciences, Graduate School of Science and Graduate School of Environmental Earth Science, University of Hokkaido, Sapporo, Japan), respectively. Plants were grown in chambers with 16 h light: 8 h dark cycles at 21°C.

Mutants were genotyped to determine homozygosis (Table S1) prior to evaluation. Oligonucleotides for genotyping *Arabidopsis* mutants (Alonso et al., 2003) were designed using the tool provided by the Salk Institute Genomic Analysis Laboratory (http://signal.salk.edu/tdnaprimers.2.html) (Table S1). Genomic DNA was extracted using a modification of a previously published method (Edwards et al., 1991). Briefly, 400 μL of extraction buffer (200 mM Tris-Base, C_4_H_11_NO_3_, HCl adjusted pH 7.5; 250 mM NaCl; 25 mM EDTA, C_10_H_14_N_2_Na_2_O${}_{8}^{*}$2H_2_O; 0.5% V/V SDS, C_12_H_25_NaO_4_S) were placed in a 1.5 mL microcentrifuge tube with three metal beads. A segment of leaf, cut using the lid of the tube, was disaggregated in Tissuelyser II (Qiagen, Germany) using two pulses of 30 s each. Supernatant was transferred and centrifuged at 20,200 g for 5 min. Three hundred micro liter of supernatant was mixed with 300 μL 2-propanol and centrifuged at 20,200 g for 5 min. Supernatant was discarded and pellet washed with 500 μL 70% V/V ethanol, and centrifuged for 2 min at 20,200 g. the resulting pellet was dried and resuspended in 50 μL Tris pH8.

Amplification was performed with Techne® Endurance TC-412 96-well thermocycler, using GoTaq® Flexi DNA Polymerase (Promega; Madison, WI, USA) and the program: 95°C5 min; 32 cycles 30 s at 94°C, 30 s at 55°C, and 1 min at 72°C; followed by 7 min at 72°C. Mutants *svp41* have a restriction site recognized by NlaIV (New England Biolabs Inc., USA), absent in wild plants. The restriction reaction was performed according to the vendor indications.

Phenotypic characterization of the genotyped mutants was carried out using a modification of a previously published method (Boyes et al., 2001) detailed in Table S2 and included analysis of mRNA accumulation.

### Statistical analysis

A Student's *T*-test (2 tails, type 2) was performed to establish genes displaying differential expression whenever the following statements were satisfied: α < 0.05 and 2 $<\bar{x}∕ȳ>$ 0.5, where *x*∕ȳ represents the Fold Change. A Pearson's correlation test (Zahn et al., 2010) was performed between biological replicates. We used a Kruskal-Wallis test to establish significant differences for median expression values of candidate genes sets. Tests were carried out using Sigmastat Centurion XVI. Multiexperiment Viewer (Saeed et al., 2003) was used to obtain hierarchical grouping of our samples according to their expression profiles. In order to contrast the significance of the lists of DEG obtained, random sets of genes with the same number of elements that the selected ones were generated using Excel, they were used as negative controls for statistical purposes.

## Results

### Comparative transcriptomic analysis

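Expression was measured in RNA from active shoot tips on a NimbleGen array of 60-mer probes that carries 37449 olive contigs, with 3 arrays in each group. The 3 replicates of a group came from separately harvested shoot samples. Of the 9 groups, 4 were varieties, Chiquitita, Arbosana, Arbequina and Picual, and 5 were seedling pools. The pools of short internodes (SILe) and of small trunk diameter (SmaD) held 6 seedlings each, and those of long internodes (LILe), of large trunk diameter (LarD) and of the Chiquitita-like canopy (ChiCa) held 5 each. Arrays of 3 further groups, dormant Picual shoot tips and pools of simple and of complex branching from the cross of Chiquitita and Arbosana, were left out of the comparisons that follow the paper. The labels of SmaD replicates 2 and 3 name the small diameter pool in the title and short internodes in another field, and these arrays were used as SmaD. The deposited values are 1 intensity per contig and array, normalized by the authors with RMA and given on a linear scale. They ran from 6.74 to 62499, and on the log2 scale the median of an array lay between 9.25 (SILe replicate 3) and 9.64 (Arbosana replicate 1). The log2 of each intensity was taken, and limma (lmFit and eBayes) was fitted to the 9 arrays of each three-way comparison, with no contig left out. A contig was called at a Benjamini-Hochberg adjusted p under 0.05 over all contigs and a change of at least 2-fold. Replicates of several groups differed along a shared direction of expression that held 23.6% of the variance within the 11 groups other than SILe. This replicate direction was redrawn without the groups of each fit. An alternative fit, chosen after seeing the data, takes the position of each array on it as a covariate. That position also holds differences between groups, so a call lost in this fit does not show that replicate variation accounts for it. The precision is limited by the number of arrays, and the p-values measure only the spread between the shoot samples, not between trees or seedlings.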

Transcriptomic analysis included Chiquitita, obtained within the breeding program of the University of Cordoba and displaying a very peculiar, non-standard, shrubby growth habit with a very compact yet weeping canopy (Figure 1). Chiquitita descends from a Picual × Arbequina, which generates a highly segregating progeny for plant architecture-related phenotypes among others (Figure 1). We generated pools composed of individual seedlings among 120 available from a Picual × Arbequina cross. These individual seedlings were selected on the basis of their displaying maximal differences in internode length or trunk diameter (Tables 1, 2). The growth habit of Chiquitita is markedly distinct from that of its parent Picual, the most cultivated variety in Spain, with high vigor and a spread out canopy, also used in this study. The shrubby canopy displayed by Chiquitita is also distinct from its other parent, Arbequina, and its half sibling Arbosana, which complete our reference set (Table 1). Although more similar in vigor to Chiquitita than Picual, Arbequina, and Arbosana have distinct canopies and reach notably higher heights in older trees, requiring considerable pruning in older trees when grown in high density orchards. Individuals with the distinct shrubby canopy displayed by Chiquitita are obtained from a Chiquitita × Arbosana cross. Such individuals were also used to generate a seedling pool, the Chiquitita-like canopy pool (ChiCa) (Tables 1, 2; Figure 1).

We compared the expression profiles for the pools of seedlings displaying opposite phenotypes for two quantitative traits, internode length and trunk diameter (Figure 1D). 

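Between the short and the long internode pools, 3 contigs were called, 1 higher and 2 lower in SILe. Contig_22706 had an intensity of 35.4 ± 12.5 (SD, n = 3 arrays) in SILe and 2466 ± 643 in LILe, a log2 fold change of -6.16 (standard error 0.368, adjusted p = 0.00182 from limma). Its call was lost with the replicate number in the fit (adjusted p = 0.101 from limma), though these numbers are not known to pair the arrays. Contig_12813 was near the bottom of the array's range in SILe (14.9 ± 0.733) and at 258 ± 106 in LILe. Contig_33415 was 7.74-fold higher in SILe, with 186 ± 39.4 against 24.2 ± 6.97, also low on the array. Signal over background was not examined, so the size of changes against such low intensities is uncertain. Between the small and the large trunk diameter pools, 5 contigs were called, 2 higher and 3 lower in SmaD. Contig_63530 had a log2 fold change of 3.34 (standard error 0.383, adjusted p = 0.0394 from limma), from 139 ± 75.5 in LarD to 1255 ± 131 in SmaD. Contig_26788 was 7.05-fold higher in SmaD. Contig_11187 fell by 4.87 on the log2 scale, from 785 ± 387 in LarD to 26.3 ± 11.6 in SmaD, and Contig_63900 was 4.22-fold lower. The remaining call, Contig_43206, named after its values were seen, was at 27.1 ± 2.36 in SmaD and 111 ± 17.7 in LarD. The direction between SmaD and LarD follows the deposited labels, while Table S3 gives each of the 2 pools the correlations of the other; the paper's list of 299 trunk diameter contigs, 235 of them higher in SmaD, is reached with the deposited labels. The files do not pair these contigs with gene names. Among all contigs, arrays of opposite pools did not overlap for 7.30% in SILe and LILe and for 24.2% in SmaD and LarD. Over the 10 splits of 6 arrays this share averages 10%. Contigs are not independent, so a single split can lie far from that average without a difference between groups. The shares of the other splits were not taken. The methods' t-test with no adjustment called 201 contigs (86 higher and 115 lower in SILe) and 896 (490 higher and 406 lower in SmaD). Groups simulated without any change gave it 443 and 197 calls on average, and limma at most 1. Each contig was simulated independently, with 1 spread over the groups of the fit, SILe replicate 3 included. Structure shared by real arrays is thus absent, and these are not chance levels for them: a split of the SmaD and LarD arrays across both pools gave limma 151 calls. Fitted on the 6 arrays of the opposite pools alone, Contig_12813 (adjusted p = 0.208 from limma), Contig_33415 (0.308) and the 5 trunk diameter contigs (0.0783 to 0.0914) lost their calls. These 7 also lost them in most fits that leave out 1 array, with adjusted p-values up to 0.371 from limma, and the 5 with the replicate direction as a covariate (0.298 to 0.412). Their directions were kept: with the covariate the log2 fold changes were 2.90 (Contig_63530), 3.00 (Contig_26788), -5.59 (Contig_11187), -2.10 (Contig_63900) and -1.79 (Contig_43206), and on the 6 arrays alone those of the fit with Chiquitita. The covariate is the whole position of an array, so it also takes up differences between groups. Positions were also taken on a direction drawn without SmaD and LarD but with Chiquitita, which the covariate leaves out. On it the LarD arrays lay at 60.0, 30.8 and 74.0 and the SmaD arrays at 19.2, -34.6 and -22.3. The 5 calls lost with the covariate thus do not show that replicate variation accounts for them.

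**Figure D2:**
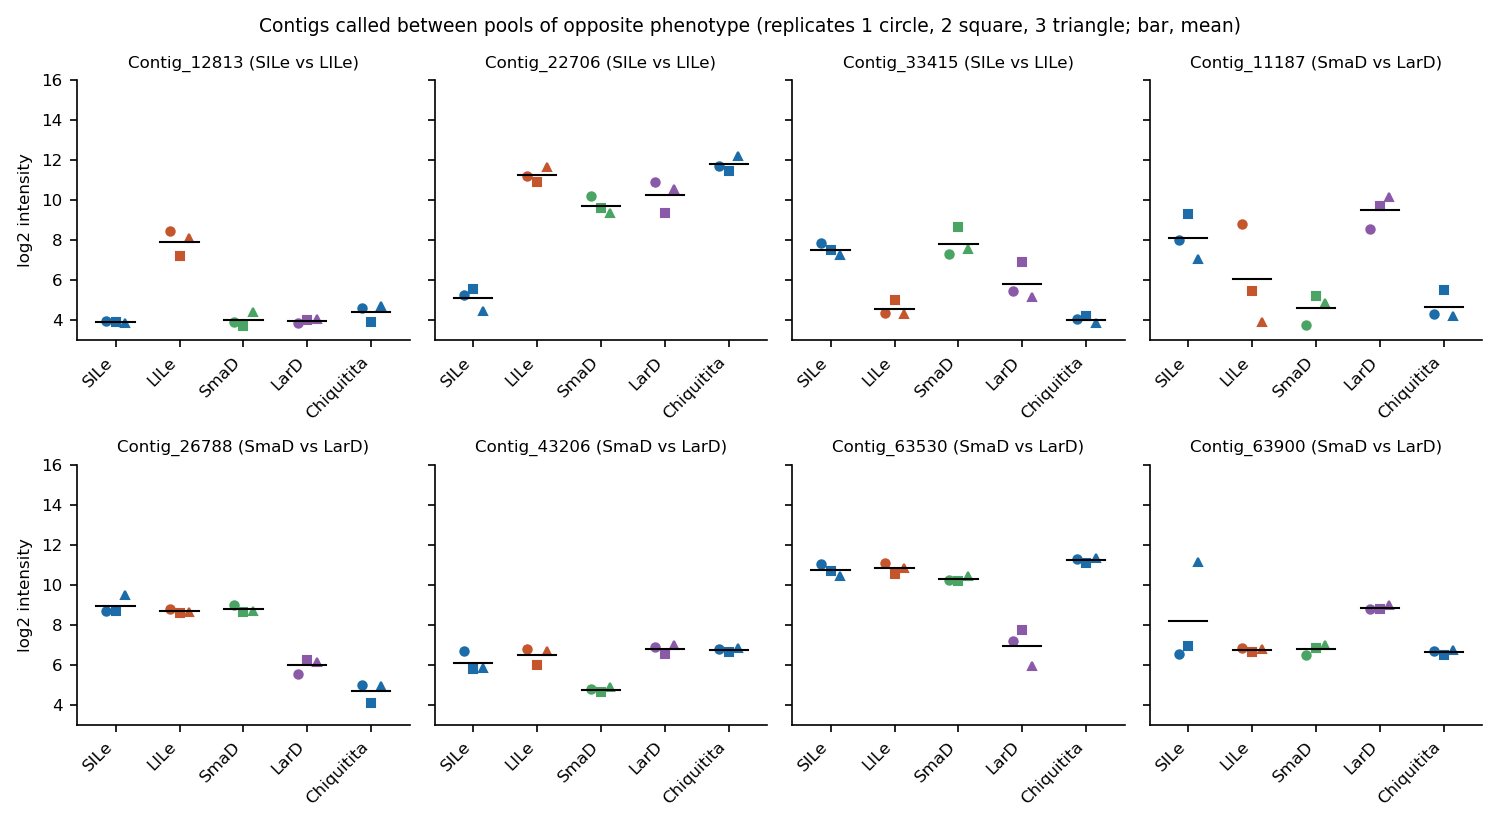
Log2 intensity (vertical axis) of the 8 contigs called between pools of opposite phenotype, per array, in SILe, LILe, SmaD, LarD and Chiquitita (horizontal axis); bars are the means of 3 arrays. The 3 SILe arrays and the 3 LILe arrays do not overlap for the first 3 contigs, nor do those of SmaD and LarD for the other 5.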

We found 201 genes differentially expressed (DEGs) between the short (SILe) and long (LILe) internode length pools (Figure 2A), and 896 DEGs between the small (SmaD) and large (LarD) trunk diameter pools (Figure 2B). To further refine our search for DEGs associated to plant architecture, we carried out three-way comparisons, based on phenotype and genetic relationship, introducing Chiquitita in each comparison, as it displays the phenotype of interest for each trait and has a close genetic relationship with the samples analyzed (Figure 1). The three-way comparisons were designed to select among the DEGs between pools with opposite phenotypes, those with similar expression in Chiquitita and the pools displaying Chiquitita-like phenotypes (short internode length or SILe, and small trunk diameter or SmaD). 

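Of the contigs called between SILe and LILe, 1 was not called between Chiquitita and the short internode pool, Contig_12813, with Chiquitita at an intensity of 21.6 ± 6.09 (SD, n = 3 arrays). Every group other than LILe was low for this contig, from 14.9 in SILe to 32.7 in Arbosana, so the likeness to SILe is not particular to Chiquitita. Chiquitita lay on the side of the long internode pool for Contig_22706 (3610 ± 997) and Contig_33415 (16.3 ± 1.87). Among the contigs called between SmaD and LarD, 3 were not called between Chiquitita and the small diameter pool. These were Contig_63530, at 2435 ± 239 in Chiquitita, Contig_11187, at 27.5 ± 14.9, and Contig_63900, at 100.5 ± 8.38. Their likeness to SmaD is not particular to Chiquitita either. Contig_63530 was lowest in LarD, with every other group at 652 (dormant Picual) or more. Contig_63900 was also at 112 in Picual, 107 in LILe and 105 in ChiCa, and exceeded LarD only in Arbequina (1260) and SILe (816 ± 1227). Contig_11187 was as low in the simple branching pool (25.5 ± 12.2). For Contig_26788 (26.5 ± 8.16) and Contig_43206 (108 ± 7.82) Chiquitita differed from SmaD and lay on the side of LarD. By this rule the candidates were 1 for internode length and 3 for trunk diameter. With the names SmaD and LarD exchanged, an alternative chosen after seeing the data, limma gave 1 trunk diameter candidate, Contig_43206. Contig_63530, at 1255 ± 131 in SmaD, dropped out when similar meant no difference at any fold by limma at an unadjusted p, which left 2. The methods' t-test on linear intensities gave 134 and 815 candidates. With the further condition, chosen after seeing the data, that Chiquitita also differ from the opposite pool as the shading of Figure 2 shows, it gave 23 and 299, of which limma called 1 and 3 between the opposite pools; with the 2 names exchanged it gave 59 for trunk diameter, 10 of them in Table S4, where all 299 are.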

Following this design, 23 out of the 201 DEGs between the short (SILe) and long (LiLe) internode length pools (Figure 2A), and 299 out of the 896 DEGS between the small (SmaD) and large (LarD) trunk diameter pools (Figure 2B), displayed similar expression in Chiquitita and their siblings from the short internode pool (SILe) and the small trunk diameter pool (SmaD), respectively.

**Figure 2:**
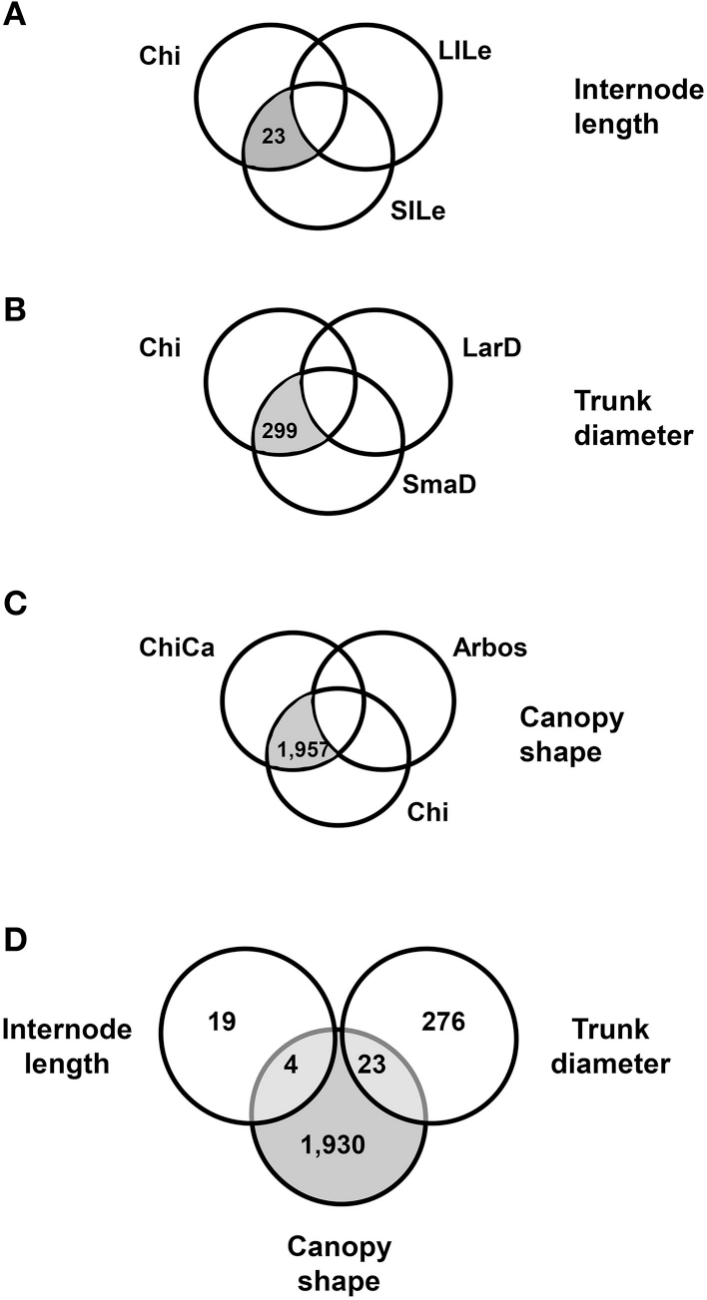
**Venn diagrams showing the number of candidate genes identified through phenotype-based three-way comparisons carried out among samples obtained from active meristems from genetically related genotypes. (A)** Comparisons carried out on the basis of internode length: selected candidate genes (shaded in gray) displayed similar expression (differences were not statistically significant) in Chiquitita (Chi) and the seedling pool corresponding to small internode length (SILe), but significantly different expression in the seedling pool corresponding to long internode length (LILe). **(B)** Comparisons carried out on the basis of trunk diameter: selected candidate genes (shaded in gray) displayed similar expression (differences were not statistically significant) in Chiquitita (Chi) and the seedling pool corresponding to small trunk diameter (SmaD), but significantly different expression in the seedling pool corresponding to large trunk diameter (LarD). **(C)** Comparisons carried out on the bases of canopy shape: selected candidate genes (shaded in gray) displayed similar expression (differences were not statistically significant) in Chiquitita (Chi) and the seedling pool corresponding to Chiquitita-like canopy (ChiCa), but significantly different expression in Arbosana (Arbos). **(D)** Venn diagram showing the overlap between candidate-gene sets obtained through the three-way comparisons.

As a further statistical validation of the selected DEGs, differences between the median expression values for the 299 genes selected for being statistically significant between SmaD and LarD were still statistically significant (*P* = 0) when all 9 samples generated in the study were considered, whereas those of a randomly selected 299-genes group were not (*P* = 0.9999). 

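With 299 contigs chosen by the methods' t-test and the shading of Figure 2, the median of the contigs' log2 group means was highest in Picual (9.45) and lowest in LarD (7.89). SmaD lay at 8.86, near Arbequina (8.84), Arbosana (8.97), ChiCa (9.10) and Chiquitita (9.17). The internode pools, which played no part in choosing the list, were low as well, with 7.98 in SILe and 8.37 in LILe. The Kruskal-Wallis test over the 9 groups gave p = 2.57e-30 (n = 299 contigs). None of 10000 random lists matched on level reached its statistic, a p of 0.0001, the smallest that n = 10000 lists can give. Random lists of the same size, not matched on level, had a median p of 0.99969 in this test. The contigs are not independent replicates, and the list was chosen for differing between LarD and both SmaD and Chiquitita, 3 of the 9 groups, as random lists were not, so these p-values show no more than that choice. For the 3 contigs of the limma list the Kruskal-Wallis p was 0.897.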

Differences between the median expression values of the candidates genes selected for internode length, were however not significant across all samples of the study, probably owing to the small size of this group.

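For the internode length list of 23 contigs by the methods' t-test and the shading of Figure 2, the median log2 level was highest in Picual (8.41) and LILe (8.26) and lowest in Chiquitita (6.80). SILe (6.89), Arbosana (6.93) and Arbequina (7.06) lay close to Chiquitita, and ChiCa (7.57), LarD (7.75) and SmaD (8.11) between. The Kruskal-Wallis test over the 9 groups gave p = 0.217 (n = 23 contigs). None of 10000 random lists of 23 contigs matched on level had as large a statistic (p = 0.0001, the smallest that n = 10000 lists can give). The list was chosen for differing between LILe and both SILe and Chiquitita, 3 of the 9 groups, and random lists were not, so these p-values show no more than that choice. The limma list holds 1 contig and was not tested in this way.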

We completed the analysis with the seedling pool including those seedlings from a Chiquitita × Arbosana cross displaying a Chiquitita-like growth habit (ChiCa). Almost two thousand genes (1957) displayed significant differences between their expression in Chiquitita or in its descendants forming the ChiCa pool, and their expression in Arbosana (Figure 2C). 

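Chiquitita and Arbosana differed widely, and the ChiCa seedlings lay nearer to Chiquitita. Of the array's contigs, 3644 were called, by a median of 2.99-fold, and 60 of them differed more than 16-fold. Contig_32787 was at 5540 ± 2528 (SD, n = 3 arrays) in Chiquitita, 6460 ± 1607 in ChiCa and 22.1 ± 4.81 in Arbosana, a log2 fold change of 7.87 between the varieties (adjusted p = 1.66e-05 from limma). Contig_19725 was at 3480 ± 332, 1847 ± 109 and 22.7 ± 12.9. Arbosana was low on the array for both contigs, and signal over background was not examined, so the size of these changes is uncertain. Contig_11187, also lower in SmaD than in LarD, had 1858 ± 1369 in Arbosana and 195 ± 297 in ChiCa, a log2 fold change of -5.90 between the varieties (adjusted p = 0.00898 from limma). Contig_22844 had the largest fall among the calls without overlap between the arrays of the varieties, -7.14. It ranged widely between the Chiquitita arrays (508 ± 855 against 10036 ± 3445 in Arbosana) and lay nearer to Arbosana in ChiCa (5701 ± 112). Its call was lost with the replicate direction as a covariate (log2 fold change -6.64, adjusted p = 0.119 from limma). None of the 3644 was called by limma between Chiquitita and ChiCa (263 at an unadjusted p, 131 by the methods' t-test on log2 values and 107 on linear values), so all met the rule for candidates. ChiCa was closer to Chiquitita than to Arbosana for 88.8% of them, LILe, a pool of Picual and Arbequina seedlings, for 79.1%, Picual for 75.5%, and the other 4 groups the paper reports for 53.7% (SILe) to 68.6% (SmaD). These shares rest in part on single arrays: SILe, whose replicate 3 stands apart, reached 79.1% over its other 2 arrays, and the 3 LarD arrays ran from 43.9% to 79.1%. The ChiCa to Arbosana ratio had the sign of the Chiquitita to Arbosana ratio in 3623 (99.4%), but both ratios share the Arbosana arrays, and LILe reached 98.1% and Arbequina 89.6% in the same way. ChiCa itself was called against Arbosana for 1990 of them. The arrays of the 2 varieties did not overlap for 3630 of the called contigs, and for 28.0% of all contigs. The average over the 10 splits of 6 arrays is 10%, from which a single split can lie far. The methods' t-test on linear intensities gave 1957 contigs when Chiquitita and ChiCa both had to differ from Arbosana, and limma called 1849 of these between the varieties. The 3644 calls became 1972 without Arbosana replicate 2, 2192 without Chiquitita replicate 2, 2139 on the arrays of the varieties alone, 2213 without the lowest 25% of contigs and 830 with the replicate direction as a covariate.

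**Figure D3:**
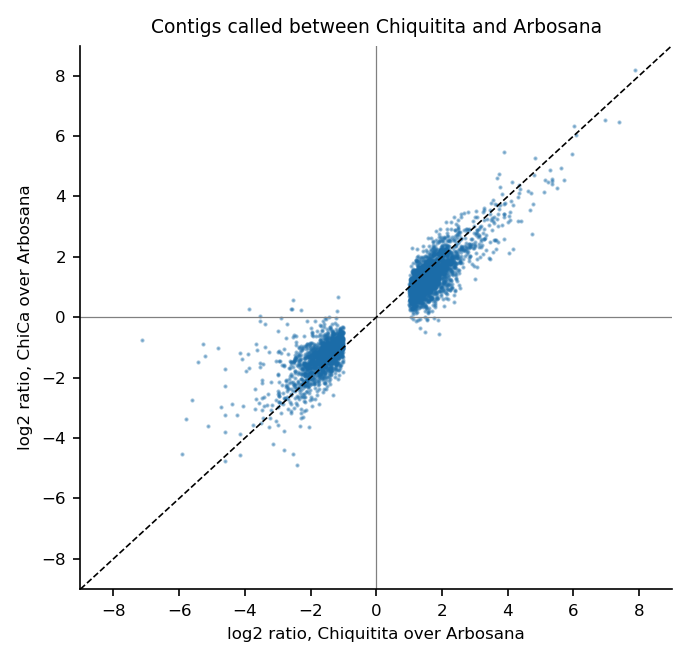
Log2 ratio of ChiCa over Arbosana (vertical axis) against the log2 ratio of Chiquitita over Arbosana (horizontal axis) for the 3644 contigs called between the varieties, 1 point per contig, from means of 3 arrays; the dashed line marks equal ratios. Of the points, 3623 lie in the quadrants of equal sign, which the shared Arbosana arrays favour.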

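The list of canopy contigs had its highest median log2 level in Chiquitita and its lowest in Arbosana among the 9 groups. For the 1957 contigs found by the methods' t-test with the shading of Figure 2 these medians were 8.31 and 7.96, and the Kruskal-Wallis p was 6.71e-06. On linear group means, a scale chosen after seeing the data, the p was 1.81e-08. The 3644 contigs called by limma had medians of 8.00 in Chiquitita and 7.55 in Arbosana and a p of 7.40e-14. No list among 10000 matched on level came as high in any of these 3 cases, but the lists were chosen for differing between Chiquitita and Arbosana, which are among the 9 groups, and random lists were not. On linear group means the highest median was that of SILe, 354 against 332 in Chiquitita for the 1957 contigs and 285 against 266 for the 3644; without SILe replicate 3, which stands apart, SILe had 320 and 248, below Chiquitita. The p itself also falls with the number of contigs: matched random lists of 1957 contigs passed 0.05 in 23.4% of draws on the log2 scale and in 93.6% on the linear scale. Lists of that size drawn without matching had median p-values of 0.917 and 0.944.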

The differences between the median expression values for these 1957 candidate genes were also significant (*P* = 7.37 × 10^−9^) across all 9 samples generated in the study, whereas those displayed by a randomly selected 1957-genes group were not (*P* = 0.9652).

Four of the 23 candidate genes selected in the internodes length, and 23 of the 299 candidates selected in the trunk diameter three-way comparisons, were also identified as part of the 1957 candidates for canopy shape (Figure 2D). 

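A pair of contigs called between SmaD and LarD recurred among the canopy contigs. Contig_11187 was lower in SmaD and in Chiquitita than in LarD and Arbosana, and Contig_63530 was higher in SmaD than in LarD and rose by 1.54 on the log2 scale in Chiquitita against Arbosana. The internode candidate, Contig_12813, was not called between Chiquitita and Arbosana. In the lists of the methods' t-test with the shading of Figure 2, 4 of the 23 internode contigs and 23 of the 299 trunk diameter contigs were also canopy contigs. All 4 moved the same way in both comparisons, 3 higher and 1 lower in SILe and Chiquitita; in the lists of the methods' t-test on log2 values, 9 of the 28 shared internode contigs moved the same way and 19 in opposite directions, and at an unadjusted p from limma 21 and 60 of 81. Of the 23, 9 were higher and 11 lower in both SmaD and Chiquitita, and 3 moved in opposite directions. No contig was in all 3 lists with the shading, nor in all 3 of limma; by the methods' t-test on log2 values 1 was, and by limma at an unadjusted p 4.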

None of the candidate genes was identified in all three analyses, probably due to the specificity of some of the traits involved. The degree of overlap between these analyses was significantly higher than expected by chance, as determined through the analysis of the Poisson distributions generated (*P* = 0.0078; *P* = 0.029; respectively). These results further support the significance of our findings, and serve as statistical validation of the results obtained in the analysis of internodes length, the smaller candidate genes set. Therefore, the total number of genes identified through this analysis as potentially involved in the determination of plant architecture was 2252 (Table S4).

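The lists that share contigs are those of Figure 2, in which Chiquitita takes part each time. Independent lists of 23 and 1957 among 37449 contigs would share 1.20 contigs, and Fisher's exact test gave a one-sided p of 0.0297 for the 4 observed. For trunk diameter the expectation was 15.6 shared contigs and the one-sided p from Fisher's exact test 0.0423. The Poisson probability of a larger overlap than observed was 0.00780 for internode length and 0.0292 for trunk diameter, and that of an overlap at least as large 0.0339 and 0.0474. For the limma lists the overlaps were 0 of 1 (0.0973 expected) and 2 of 3 (0.292 expected, one-sided p = 0.0266 from Fisher's exact test, 0.0352 from the Poisson distribution). Groups were also simulated without change, with the simulated Chiquitita arrays of a draw shared by its comparisons. Overlaps averaged 0.23 and 0.26 contigs between lists of about 42 contigs, where the product of the list sizes gives 0.0475 and 0.0466. These simulated overlaps are 4.84 and 5.58 times the product, and the overlaps observed in the lists of Figure 2, which have other sizes, 3.33 and 1.47 times. Because the list sizes differ, the simulation cannot decide how much of the observed excess the shared arrays account for.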

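Of the 2252 contigs of Table S4, 1881 (83.5%) were called between Chiquitita and Arbosana by limma, 1081 higher and 800 lower in Chiquitita. Adjusted over the list alone the number was 2027. Outside Table S4, 1763 contigs (5.01%) were called. The internode and trunk diameter comparisons called 1 and 3 contigs of Table S4, and 8 and 294 when adjusted over the list alone. The study chose this list on these arrays, so its counts and directions are not independent evidence. The 3 lists from the methods' t-test and the shading of Figure 2 join to the same 2252 contigs. From the difference between groups of opposite phenotype, and the likeness of Chiquitita to the group that shares its phenotype, the paper reasons that these contigs are potentially involved in plant architecture. It also draws on tests of the lists and their overlaps and on functional annotation. For selected genes it adds RT-qPCR in varieties and single seedlings, and Arabidopsis mutants of putative orthologs.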

### Functional annotation of the candidate genes

Two approaches were followed to get an overview of the type of processes represented in our selected candidate gene set. Both are based on the use of gene ontology annotations or GO terms (Yon Rhee et al., 2008). A Fisher test was performed in order to determine which GO terms are significantly over or underrepresented among the candidate genes in comparison to the complete microarray. Since the relative sizes of the lists generated in the different comparisons are very different, to avoid biasing the assay toward the type of processes identified in the larger candidate set, we analyzed the individual lists obtained from the internode length, trunk diameter and growth habit comparisons, separately. We further split the lists into those overexpressed or underexpressed in the samples corresponding to the Chiquitita-like phenotypes phenotypes, for a more detailed description. 

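More contigs were higher than lower in Chiquitita against Arbosana. Of the calls by limma, 2163 (59.4%) were higher and 1481 lower; among those over 4-fold, 504 were higher and 371 lower. With ChiCa also called against Arbosana, 1218 were higher and 772 lower. In the list of the methods' t-test with the shading of Figure 2, 1111 were higher and 846 lower in Chiquitita, and limma called 1064 of the former between the varieties. The trunk diameter list made in the same way held 235 contigs higher and 64 lower in SmaD, and limma called 1 of the former and 2 of the latter, Contig_11187 and Contig_63900. The predominance of higher contigs depends on the scaling: after another quantile normalization, 1611 of the canopy contigs were higher and 2025 lower.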

Figure 3 shows the GO terms related to biological processes over represented in the list of genes either overexpressed (1111) (Figure 3A) or underexpressed (846) (Figure 3B) in Chiquita vs. Arbosana corresponding to the 1957 DEGs selected in the growth habit comparisons, and the 235 overexpressed DEGs from the list of 299-candidate DEGs selected in the diameter size comparisons (Figure 3C). In the later case, only genes overexpressed in the SmaD/LarD ratio were shown since no GO term displayed significant enrichment in the list of those underexpressed. Similarly, no GO terms displayed significant enrichment in the list of genes selected from the internode length comparisons, probably due to the small size of these gene sets (Beissbarth, 2006). The most represented terms among those genes obtained from the growth habit comparison that are overexpressed in Chiquitita relate to processes associated to regulation of meristematic activity, such as regulation of cell cycle, DNA replication, and chromosome condensation (Figure 3A). Those terms enriched in the genes obtained from the same comparison but underexpressed in Chiquitita were majorly associated to responses to abiotic signals and hormone regulation (Figure 3B). Finally the set of candidate genes obtained in the trunk diameter comparisons and overexpressed in seedlings with small diameter was enriched in growth related terms, such as developmental growth or auxin transport (Figure 3C). Visualization by MapMan, used as a complementary means to describe the functions associated to our selected gene candidates, mostly supported these results. Although many of the DEGs grouped in the unknown unclassified category, a considerable number of genes were found in association to cell functions in keeping with the results obtained using Fisher's exact test, such as transcriptional regulation, regulation, protein synthesis, modification and degradation, development, response to hormones and response to biotic and abiotic stresses, DNA synthesis and cell division, as well as more general categories such as enzymes or transport (Figure 4A). This is particularly clear when an overview of the cellular functions associated to these DEGs was represented (Figure 4B). Interestingly, we found a considerable number of genes associated to response to biotic stress, which could result from cross annotation with those associated to abiotic stresses. We also found a considerable number of annotations for transcription factors (Figure 4C). MapMan analysis associated most of these annotations to MYB (Martin and Paz-Ares, 1997), and WRKY factors (Rushton et al., 2010). In addition, this analysis found a number of genes annotated as associated to ubiquitin-mediated protein degradation, in particular to F-Box-like proteins (Figure 4C and data not shown).

**Figure 3:**
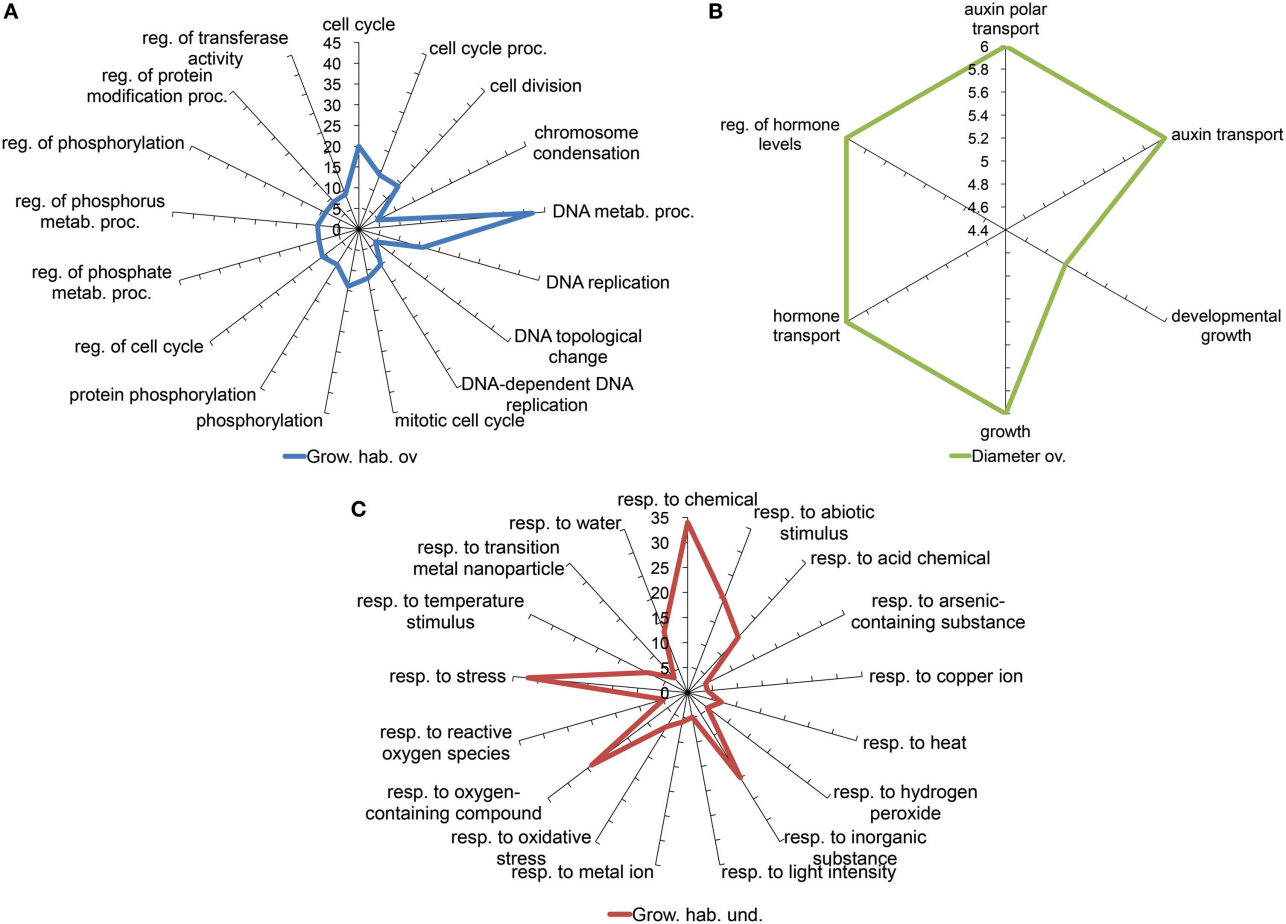
**Spider plots representing GO terms over-represented in the list of DEGs obtained from the (A) growth habit, or (B) trunk diameter comparisons, overexpressed in association to the desired phenotypes (overexpressed in Chiquitita or ChiCa vs. Arbosana, and SmaD vs. LarD, respectively); and over-represented in the lists of DEGS obtained from the growth habit comparisons under-expressed in association to the desired phenotype (C)**. Over-represented GO terms were identified through a Fisher's Exact Test performed comparing terms associated to each DEGs list and those associated to the whole array. The axis display the number of DEGs for each functional term. Grow. hab. ov., Growth habit overexpressed; Diameter ov., Diameter overexpressed; Grow. hab. und., Growth habit underexpressed; reg., regulation; metab., metabolic; proc., process; resp., response.

**Figure 4:**
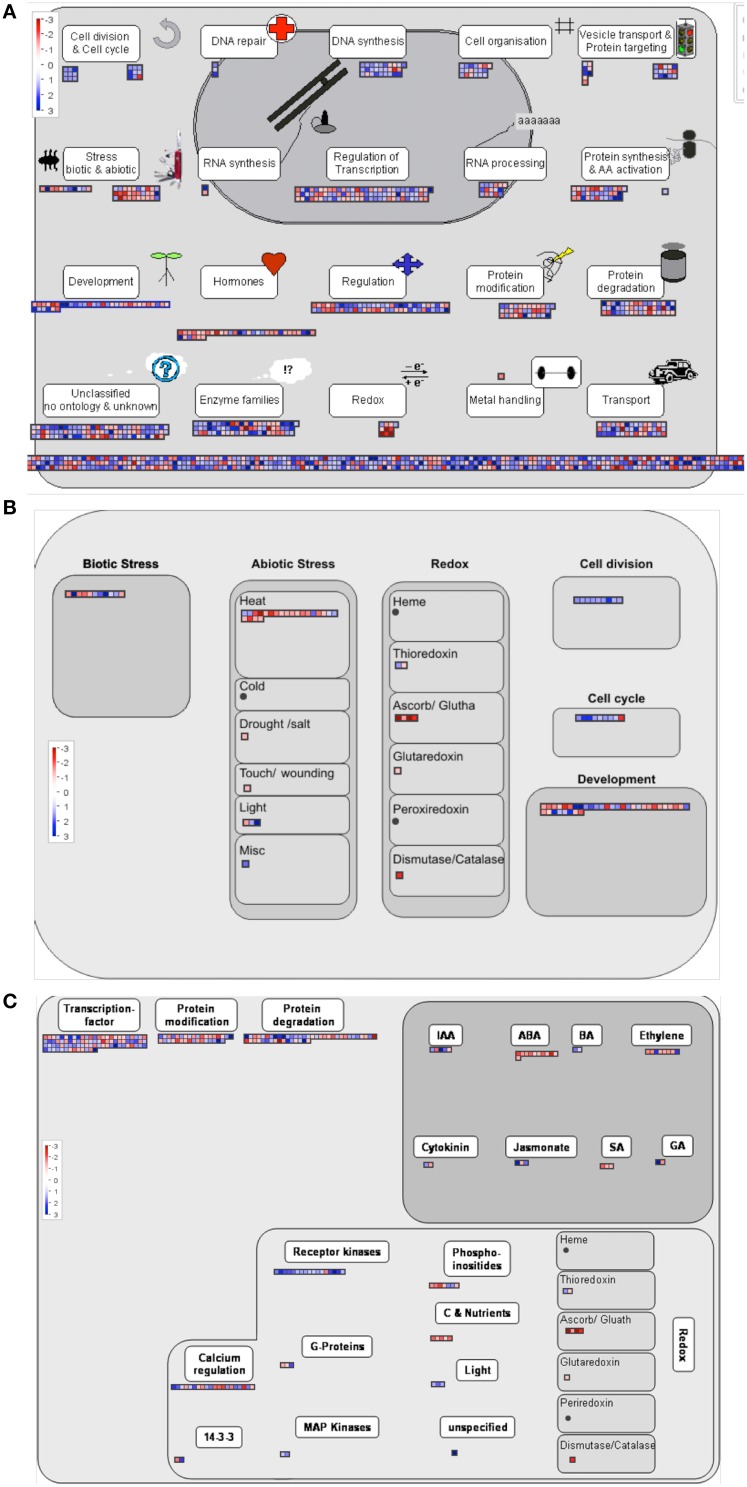
**MapMan visualization of functional annotation of the candidate genes**. The Chiquitita/Arbosana expression ratio for genes with a functional annotation among the 1957 candidates selected from the growth habit comparisons are shown to be associated to different processes: **(A)** Cell responses overview, **(B)** Cell functions overview, and **(C)** Regulation overview. Color scale represents: higher expression in Chiquitita than Arbosana (blue), or lower expression in Chiquitita than in Arbosana (red).

### Real time PCR expression analyses

The candidate gene list was queried and subjected to filtering and manual curation in order to select 12 genes for expression analyses. The following criteria was followed to select these genes: (*i*) elevated expression values and significant fold change differences; (*ii*) functional annotation compatible with expected functions (e.g., transcriptional factors), and (*iii*) potential functional conservation estimated by comparing with the *Arabidopsis* database (The Uniprot, 2008). 

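The 12 selected contigs were apart between Chiquitita and Arbosana on every array. Of these, 7 were called higher in Chiquitita, with log2 fold changes from 1.53 to 2.64, and 4 were called lower, from -1.56 to -2.43, at adjusted p-values of 0.0172 or less from limma. Contig_12843, at an intensity of 1323 ± 904 (SD, n = 3 arrays) in Chiquitita and 3994 ± 544 in Arbosana, missed the threshold (log2 fold change -1.95, standard error 0.563, adjusted p = 0.0519 from limma) and passed it when adjusted over the list alone, as all 12 did. The study chose the 12 on these arrays. CDC45 (Contig_44219), a subunit of the replicative helicase that acts at the start of DNA replication, was at 1722 ± 514 in Chiquitita, 2057 ± 480 in ChiCa and 594 ± 163 in Arbosana, a log2 fold change of 1.53 (standard error 0.326, adjusted p = 0.0169 from limma). Among the contigs for which the paper gives no ortholog, Contig_29050 had 106 ± 17.7 in Chiquitita against 501 ± 228 in Arbosana, and Contig_15512 had 182 ± 35.1 against 64.5 ± 24.2. ChiCa was called against Arbosana in the same direction for 11 of the 12, SPY (Contig_10295) being the other, and none was called between Chiquitita and ChiCa (lowest adjusted p = 0.984 from limma). None was called between SILe and LILe (lowest adjusted p = 0.991) or between SmaD and LarD (lowest adjusted p = 0.278 from limma). At an unadjusted p limma called 1 of the 12 between SILe and LILe and 0 in the other 2 comparisons, and the methods' t-test 0 in all 3. CDC45 lost its call without Chiquitita replicate 2 (log2 fold change 1.48, adjusted p = 0.0558) or Arbosana replicate 2 (1.28, 0.0582) and with the replicate direction as a covariate (0.90, 0.183), and Contig_12843 gained one in 5 settings, among them without Chiquitita replicate 2 (adjusted p = 0.0336 from limma). CDC45 and Contig_12843 were also lower in dormant than in active Picual shoot tips, by log2 fold changes of -1.87 and -2.84, but these calls were lost in 3 and 5 of the 6 fits that leave out 1 array (adjusted p up to 0.0799 and 0.107 from limma).

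**Figure D4:**
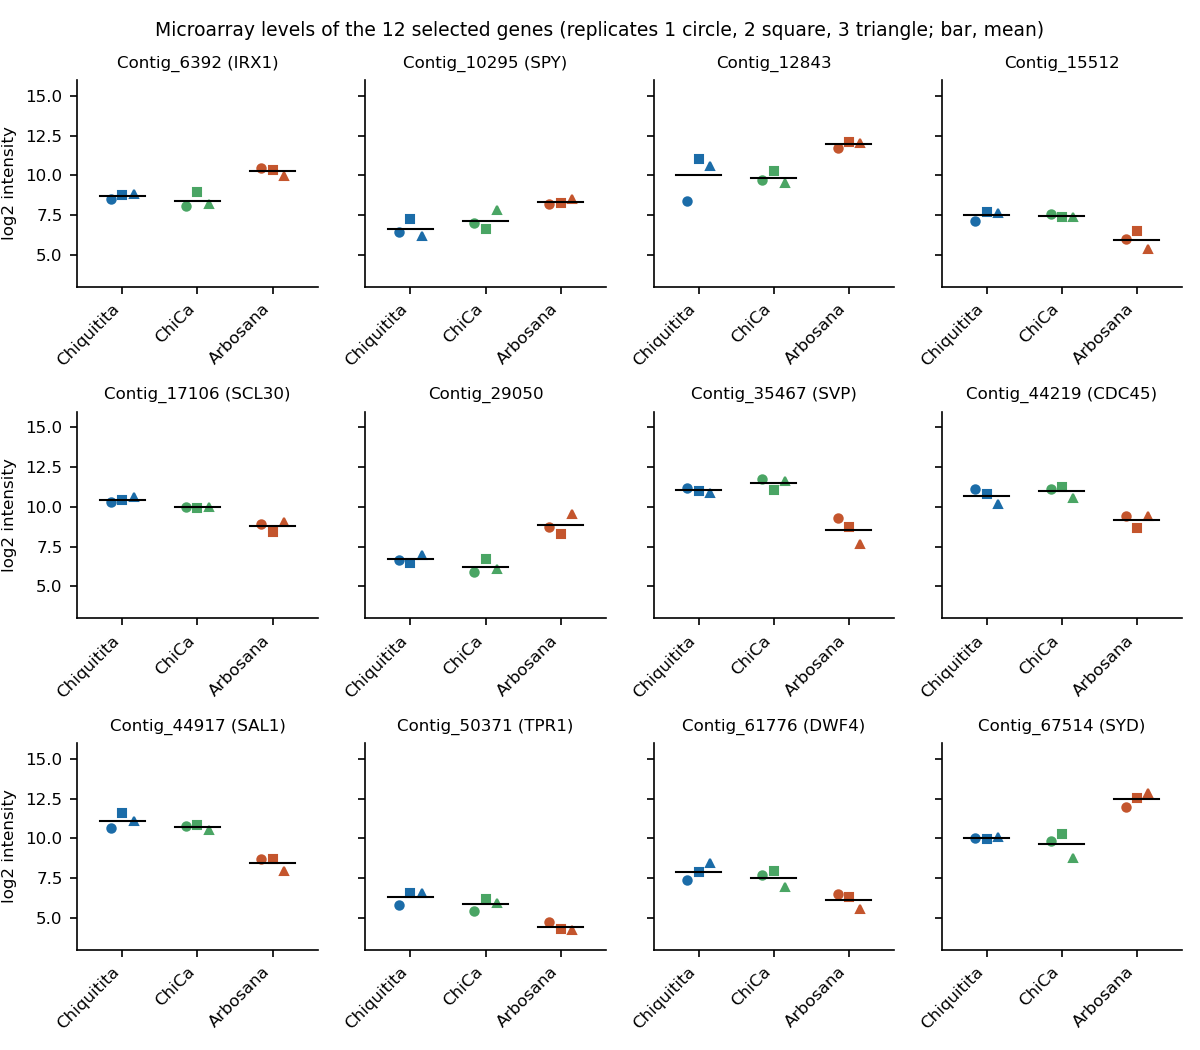
Log2 intensity (vertical axis) of the 12 selected contigs in Chiquitita, ChiCa and Arbosana (horizontal axis), 1 point per array; bars are the means of 3 arrays. Chiquitita and Arbosana do not overlap in any panel, and the ChiCa arrays lie nearer to Chiquitita by their mean in each.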

Since the genes selected were identified as part of the subset of candidate genes with similar expression profile in the comparisons of the Chiquitita-like growth habit, they displayed differential expression in Chiquitita and Arbosana. Therefore, we used these varieties to confirm the expression differences detected through microarray analysis, using quantitative RT-PCR. The results by these two methods displayed a high correlation (*r* = 0.831, critical value 0.708 at α = 0.005) (Figure 5).

**Figure 5:**
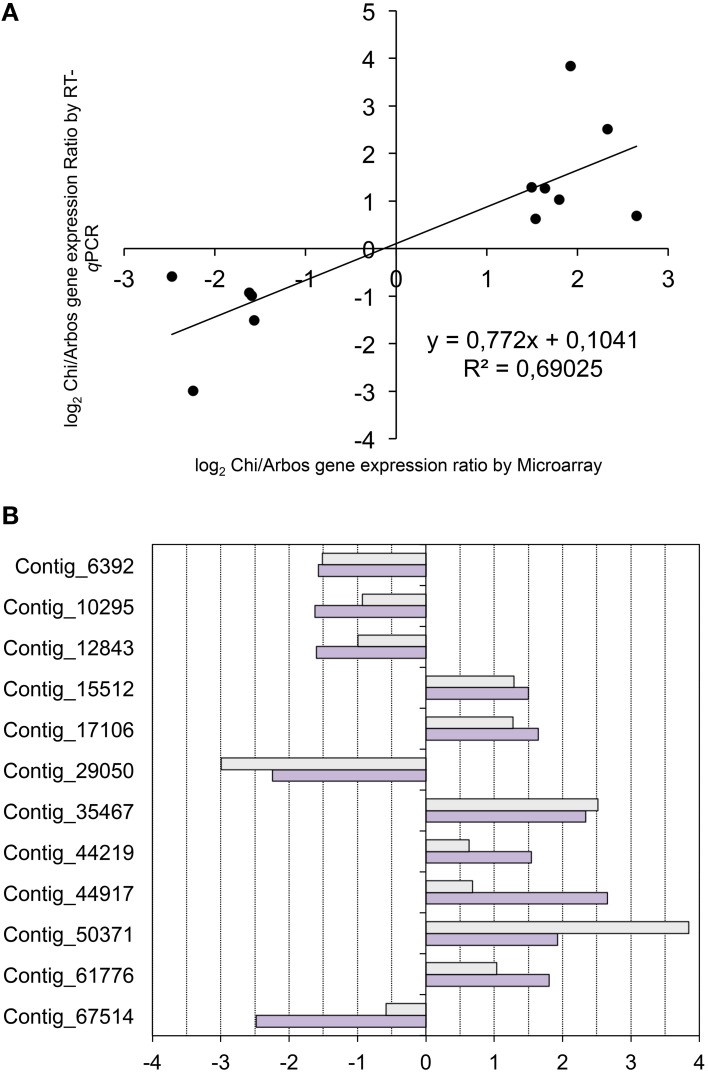
**(A)** Correlation analysis between expression values (log2 Chi/Arbos) obtained from the RT-*q*PCR assays vs. those obtained from the microarray analysis. Correlation values and the corresponding linear equation are represented in the chart. **(B)** Histogram representing the comparison between log2 Chi/Arbos for the 12 candidate genes selected obtained using either RT-*q*PCR (light gray) or microarray (dark gray).

We also analyzed expression of the selected genes in the individual seedlings that form the ChiCa pool, and tested for statistical differences through a Multiple Range test method (95% LSD). Four of the 12 genes analyzed (Contigs 6392, 10295, 12843, and 29050) showed expression levels not significantly different from Chiquitita, and significantly lower than Arbosana (Figure 6A). Seven of the remaining 8 genes (Contigs 15512, 17106, 35467, 44219, 50371, 61776 y 67514) showed expression levels in most of the ChiCa individuals, closer to Chiquitita than to Arbosana (Figure 6B). However, in these cases the differences with Arbosana were not always statistically significant for all the individual seedlings, where expression values for these genes displayed a higher dispersion that for the previous four. Finally, the remaining gene, Contig_44917 displayed unexpected results, since all individuals from the ChiCa pool showed very similar expression, which was not significantly different from that of Arbosana, and significantly different from that of Chiquitita (Figure 6C). This is just the opposite of the results according to the microarray analysis. However, since the expression ratio detected for this gene by RT-*q*PCR assays was very low (Figure 5), significant differences were difficult to establish. 

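On the arrays, the ChiCa pool carried SAL1 (Contig_44917) at the level of Chiquitita and not of Arbosana. The intensity in ChiCa was 1689 ± 212 (SD, n = 3 arrays), against 365 ± 98.9 in Arbosana, a log2 fold change of 2.24 (standard error 0.307, adjusted p = 0.00330 from limma). Chiquitita exceeded ChiCa by 0.40 on the log2 scale (adjusted p = 0.988 from limma). Each ChiCa array measures RNA from mixed tissue of the seedlings, so it gives no value for an individual seedling.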

Only one other case was found to display a similarly low expression ratio by RT-*q*PCR assays, Contig_67514 (Figure 5). However, for Contig_67514, expression on four out of the five individuals from the ChiCa pool was significantly different to Arbosana as established by a Multiple Range test (95% LSD). Our best explanation for the results obtained for this gene rests on the different level of specificity between the two analyses, and the potential presence of gene duplications for Contig_44917.

**Figure 6:**
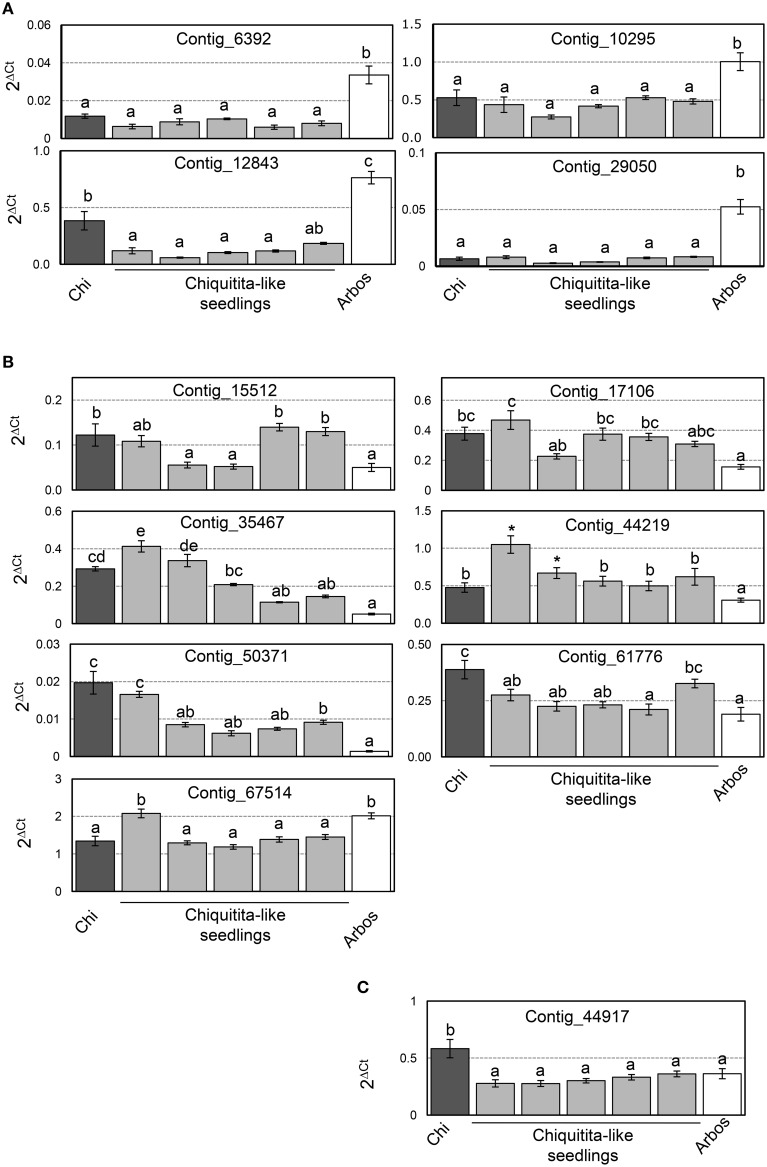
**(A)** Genes whose expression levels were not significantly different from Chiquitita, and significantly lower than Arbosana; **(B)** Genes showing expression levels in most of the ChiCa individuals closer to Chiquitita than to Arbosana; **(C)** Gene, Contig_44917, displaying similar expression in the ChiCa pool, not significantly different from that of Arbosana, and significantly different from that of Chiquitita.

### Phenotypic evaluation of *Arabidopsis* mutants in putative orthologs of the candidate genes

Mutants in the putative *Arabidopsis* orthologs of 5 out of the 12 candidate genes used for expression analyses had been previously analyzed for phenotypes related to plant architecture. Mutants in these genes, *IRX1, SYD, SPY, DWF4*, and *SAL1*, display altered phenotypes including stunted or slower growth, as well as other morphological alterations (Table 3). The relative abundance of architecture-related mutant phenotypes for the *Arabidopsis* putative orthologs of the candidate genes selected from a non-targeted analysis, encouraged us to extend our study to investigate the phenotypes of mutants in *Arabidopsis* putative orthologs for additional selected candidate genes, not previously studied in relation to plant architecture.

**Table 3:** **Description of putative orthologs and mutants in *Arabidopsis* of selected olive candidate genes**.

**Olive contig**	**Arabidopsis putative ortholog**	**Gene description**	**Mutant id**.	**Architecture related phenotype**	**References**
6392	AT4G18780	*IRX*1 (*IRREGULAR XYLEM 1*) Cellulose synthase, secondary cell wall biosynthesis	*irx1-1* and *irx1-2*	Slightly smaller, slower growth; collapsed xylem, unable to grow upright, dark green leaves.	Turner and Somerville, 1997
			SALK_026812/*irx1*-5	Dwarf, with characteristic dark green leaves.	Rubio-Díaz et al., 2012
67514	AT2G28290	*SYD* (*SPLAYED*) Encodes a SWI2/SNF2-like protein in the SNF2 subclass. Co-activator of floral homeotic gene expression. Promotes the expression of CUC2 during cotyledon boundary formation. Regulates WUS.	CS693/*syd-2*	Pleiotropic phenotype: slow growth; reduced plant height; leaves and bracts small and upward curling; precocious transition to flower formation under short-day conditions; plants occasionally form a flower immediately from the rosette leaves; defects in floral organ formation; splayed-open floral bud	Kwon et al., 2005
10295	AT3G11540	*SPY* (*SPINDLY*) N-acetyl glucosamine transferase, repressor of GA signaling. Positive regulator of CKs signaling.	CS6266, CS6267 and CS6268	Resemble wild type plants repeatedly treated with GA; long hypocotyls; erect rosette leaves, light green color, early flowering; stem elongation is increased primarily by an increase in internode length; partial male sterility; altered gibberellin signal transduction.	Jacobsen et al., 1996
61776	AT3G50660	*DWF4/SNP2*. 22α-hidroxilase involved in brassinosteroids biosynthesis	*snp2-1/dwf4-101*	Short stem, dark green and round leaves with short petioles. Has more lateral shoots than wild type	Choe et al., 1998; Nakamoto et al., 2006
44917	AT5G63980	*SAL1/FRY1* 3′(2′), 5′-bisphosphate nucleotidase/inositol polyphosphate 1-phosphatase. Bifunctional protein involved in response to ABA response. Regulates the repression of hypocotyl elongation, and flowering. Suppressor of overexpression of PIN1	SALK_151367	Dwarf. Displays alterations associated to sulfur metabolism deficiencies.	Kim and von Arnim, 2009; Zhang et al., 2011; Lee et al., 2012
44219	AT3G25100	*CDC45*, Cell division cycle 45. Required for meiosis, acts in the last round of DNA replication, prior to meiosis.	SALK_128351C	Increased growth/Over-expressed	This work Figure 7
17106	AT3G46600	SCL30 also known as SCL11b. GRAS family transcription factor Scarecrow-like protein 30. Other SCR is involved in the radial shoots and roots pattern.	SALK_139541C	Increased growth	Bolle, 2004; Gao et al., 2004 This work Figure 7
40482	AT5G39360	*EDL2*, EID1-like 2; *EID1* is an F-box protein that functions as a negative regulator in phytochrome A (phyA)-specific light signaling. Forms stable complexes with several ASK proteins and Cullin1.	SALK_097615	Delay in flowering and growth	This work Figure 8
			SALK_018189	Delay in flowering and growth	This work Figure 8
35467	AT2G22540	*SVP*, Short Vegetative Phase. Controls flowering in *Arabidopsis* and *Antirrhinum*.	SALK_072930C	Increased growth	Andrés et al., 2014 This work Figure 8
			*svp*-41	Increased growth	Andrés et al., 2014 This work Figure 8

A mutant in *CDC45* (putative ortholog of *Contig*_44219), a gene reported as involved in DNA replication during meiosis in flower buds (Stevens et al., 2004), showed early flowering and significantly higher numbers of leaves (*P* = 0.012; α = 0.05) and flower buds at first flower opening (*P* = 0.008; α = 0.05) (Table 3, Figures 7A–C). The insertion in this mutant is located in the promoter region, and transcript accumulation was found to be considerably higher than in the wild type genotype. We also found a significant increase in growth (*P* = 0.037; α = 0.05; and *P* = 0.043; α = 0.05) for a mutant in *SCL30*, a previously uncharacterized putative transcriptional regulator of the GRAS family (Table 3, Figures 7D–F), and the putative ortholog of Contig_17106. Mutants in *EDL2* (both homozygous and heterozygous) displayed early flowering and faster growth (Multiple Range test, LSD, method 95%), with significant reductions in the times for developing the first flower bud, and for reaching the 12-13 leaves stage (Table 3, Figures 8A–C). *EDL2* encodes an EID1-like protein, with an F-box domain and is the putative ortholog of *Contig*_40482. We also included in our analysis a mutant in *SVP1* (*SHORT VEGETATIVE PHASE 1*), the putative ortholog of *Contig*_35467, which encodes a well characterized repressor of flowering (Hartmann et al., 2000; Table 3, Figures 8D–G). As previously reported, mutant *svp_41* displayed early flowering (Figure 8F), however, we observed that it also displayed faster growth as it reached the 8 leaves stage significantly sooner (One way ANOVA, *P* = 0.02; α = 0.05; Multiple Range test, LSD, method 95%), and presented significantly longer stems at first flowering (One way ANOVA, *P* = 0; α = 0.05; Multiple Range test, LSD, method 95%), even though it reaches this stage considerable quicker (One way ANOVA, *P* = 0.0001; α = 0.05; Multiple Range test, LSD, method 95%) (Figure 8G; González-Plaza, 2013). Finally, no phenotypic differences were found for the mutant in *TPR1* (data not shown), putative ortholog of *Contig*_*50371*, however the insertion in this mutant is located in the promoter region, and mRNA accumulation was found to be just slightly higher than that of the wild type (Table S5).

**Figure 7:**
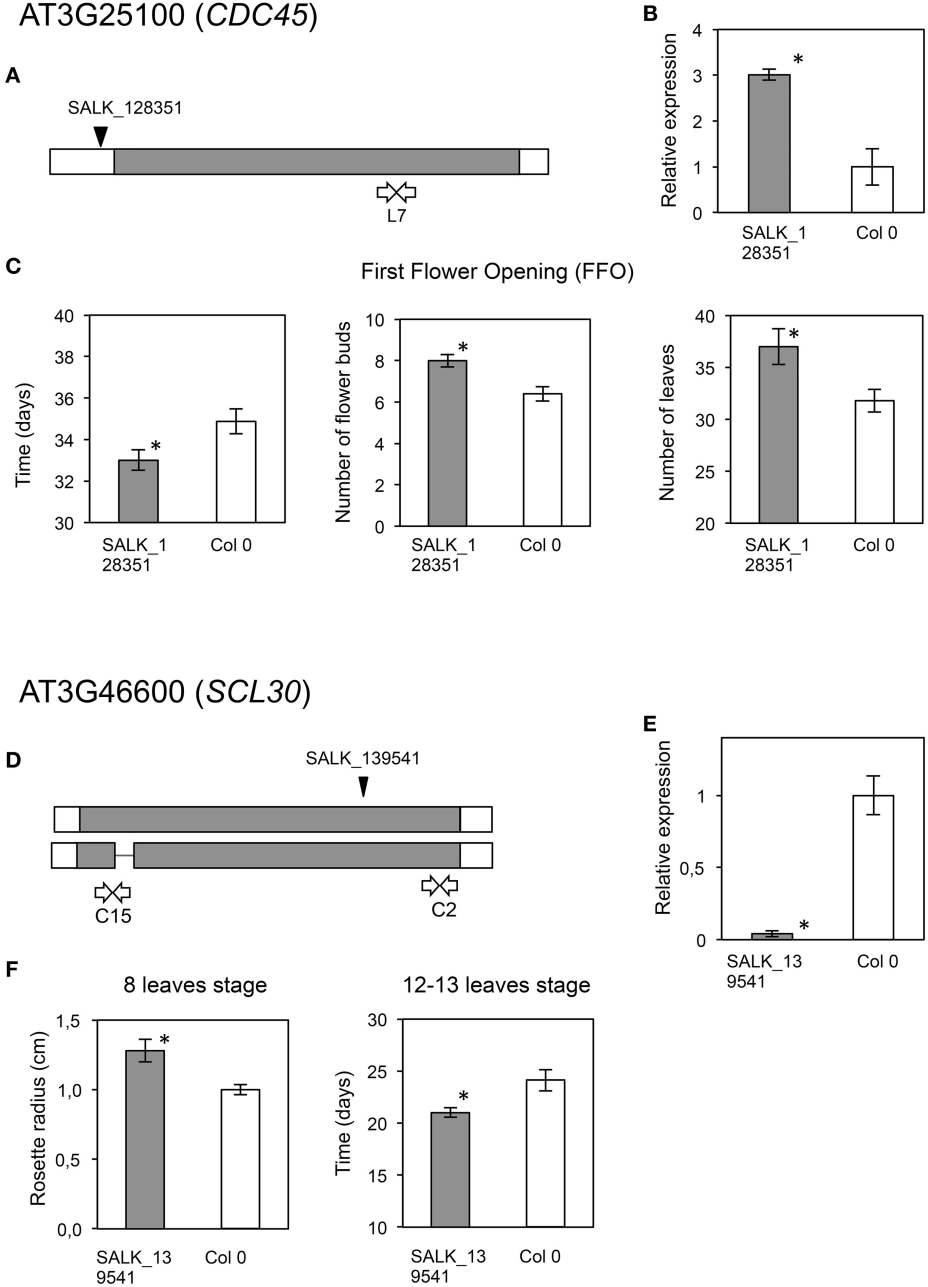
**Phenotypic analyses of Arabidopsis mutants in AT3G25100 (*CDC45*) and AT3G46600 (*SCL30*), putative orthologs of olive candidate genes**. Upper panel displays data regarding AT3G25100 (*CDC45*). **(A)** Location of the T-DNA insertion (black arrowhead), and primers used for expression analysis (white arrows). Coding area is shaded. **(B)** RT-*q*PCR assays of transcript accumulation in mutant (gray) (*P* = 0.0086) and wild type plants (white). **(C)** Graphs displaying those phenotypes for which significant phenotypic differences were found between the mutant and wild type lines. Asterisks indicate statistically significant differences (left, *P* = 0.0276; center, *P* = 0.0082; right, *P* = 0.0123). Lower panel displays data regarding, AT3G46600 (*SCL30*). **(D)** Location of the T-DNA insertion (black arrowhead), and primers used for expression analysis (white arrows). Coding area is shaded. **(E)** RT-*q*PCR assays of transcript accumulation in mutant (gray) (*P* = 0.0021) and wild type plants (white). **(F)** Graphs displaying those phenotypes for which significant phenotypic differences were found between the mutant and wild type lines. Asterisks indicate statistically significant differences (left, *P* = 0.0369; right, *P* = 0.0426).

**Figure 8:**
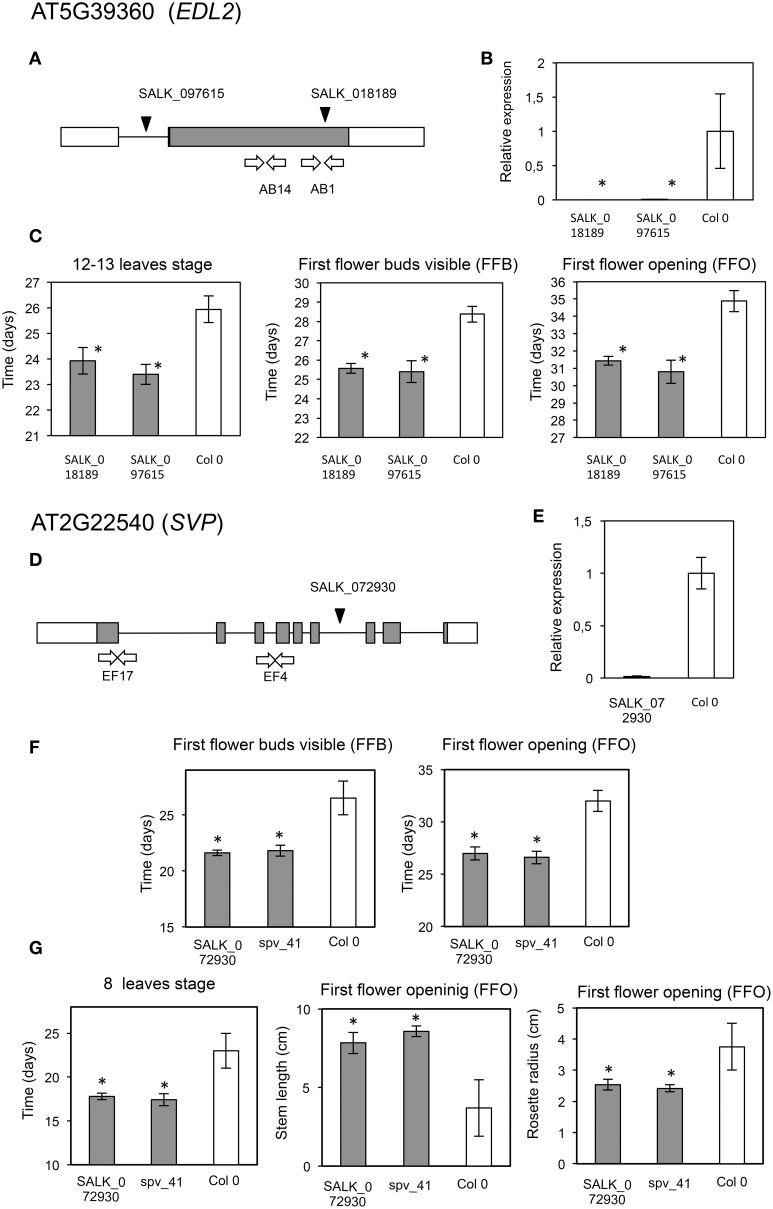
**Phenotypic analyses of mutants in AT5G39360 and AT2G22540**. Description of AT5G39360 (*EDL2*) mutant analyses (upper panel). **(A)** Location of the T-DNA insertions (black arrowhead), and primers used for expression analysis (white arrows). Coding area is shaded. **(B)** RT-*q*PCR assays of transcript accumulation in mutant (gray) (SALK_018189, *P* = 4.32 × 10^−5^, and SALK_097615, *P* = 0.0015) and wild type plants (white). **(C)** Graphs displaying those phenotypes for which significant phenotypic differences were found between the mutants and wild type lines. Asterisks indicate statistically significant differences (One Way ANOVA: left, *P* = 0.0126; center, *P* = 0; right, *P* = 0) (Multiple Range Test 95% LSD after significant *P*-value at One Way ANOVA). Description of AT2G22540 (*SVP*) mutant analyses (lower panel). **(D)** Location of the T-DNA insertion (black arrowhead), and primers used for expression analysis (white arrows). Coding area is shaded. **(E)** RT-*q*PCR assays of transcript accumulation in mutant (gray) (*P* = 8.34 × 10^−9^) and wild type plants (white). **(F)** Graphs displaying those phenotypes associated to flowering for which significant phenotypic differences were confirmed between the mutant and wild type lines. Asterisks indicate statistically significant differences (left, *P* = 0; right, *P* = 0.0001). **(G)** Graphs displaying those phenotypes associated to architecture for which significant phenotypic differences were found between the mutant and wild type lines. Asterisks indicate statistically significant differences (One Way ANOVA: left, *P* = 0.0200; center, *P* = 0; right, *P* = 0.0009) (Multiple Range Test 95% LSD after significant *P*-value at One Way ANOVA).

In summary, four out of five of the *Arabidopsis* mutants analyzed in this study, and 9 out of the 10 analyzed in total, in this or previous studies, from the putative orthologs of the 12 selected candidate genes, displayed phenotypic changes in relation to the wild type related to architecture.

## Discussion

### Transcriptomic analysis

In this study, aimed to identify genes responsible for phenotypic differences among different genotypes, the challenge was to identify among all DEGs between genotypes, those related to their differences in plant architecture. A similar approach was previously used in *Populus* (Street et al., 2006) and *Eschscholzia californica* (Zahn et al., 2010). It is based on the use of an interwoven loop design and pools of individuals sharing a relevant phenotype selected among the segregating progeny from a given cross. The analysis of pools of individuals from the same cross sharing a relevant phenotype is also the basis of bulked segregant analysis (BSA), a strategy frequently applied to the identification of genetic markers associated to a mutant phenotype that uses DNA-based analysis (Michelmore et al., 1991). Although this study is closer to a transcriptomic analysis than to a BSA, the selection of pools was also an important aspect of the study, particularly since different genotypes and not treatments or experimental conditions were compared. The comparisons carried out rendered lists of candidate genes of varying lengths, ranging from 23, obtained through internode length-based comparisons, to 1957, obtained through growth habit-based comparisons, and included 299 identified through diameter size-based comparisons. These varying numbers could be the consequence of the genetic characteristics of the traits analyzed in each case, or could reflect differences in genetic distances among the genotypes studied. In growth-habit comparisons, descendants were compared to their parents, whereas the other two comparisons were always carried out among siblings. Many of the DEGs selected as candidate genes were obtained from the growth habit-based comparisons, and displayed significant differences in expression between Chiquitita and Arbosana. Arbosana displays moderate vigor and although it is not entirely unsuited for higher-than-traditional planting densities, its vigor is clearly higher than that of Chiquitita, and its growth habit markedly different. The results of the statistical analysis of the candidate gene sets obtained, as well as those obtained from the analysis of their functional annotation, support that the genes identified are indeed involved in functions related to determining tree architecture.

### Putative orthologs in *Arabidopsis* with reported architecture mutant phenotypes

Approximately fifty percent of the 2252 candidate genes have potential orthologs in *Arabidopsis*. Since functional validation of candidate genes in olive is still very difficult, we looked for further support of the biological relevance of our results by analyzing plant architecture-related phenotypes in mutants of the putative *Arabidopsis* orthologs of the selected olive candidate genes. Although an architecture-related phenotype in the *Arabidopsis* mutants in ortholog genes does not constitute a demonstration of function of the candidate genes in olive, it adds support to the validity of the approach taken to identify genes related to determining plant architecture in olive. Mutants in the putative orthologs of five out of the 12 candidates genes selected had already reported plant architecture-related phenotypes. One such example is *IRX1*, which encodes an enzyme of the cellulose biosynthetic pathway, necessary for growth (Rubio-Díaz et al., 2012). 

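IRX1 (Contig_6392), a cellulose synthase of the secondary cell wall, was lower in Chiquitita and in its seedlings than in Arbosana. The microarray intensity was 416 ± 49.5 (SD, n = 3 arrays) in Chiquitita, 352 ± 124 in ChiCa and 1234 ± 199.7 in Arbosana. Between the varieties this is a log2 fold change of -1.56 (standard error 0.281, adjusted p = 0.00843 from limma). Among the other groups the paper reports the level varied widely, from 398 ± 329 in Picual to 1538 ± 1231 in LarD. In a fit over all 36 arrays IRX1 lost its call at the same fold change (adjusted p = 0.436 from limma), as it did with the replicate direction as a covariate (log2 fold change -1.70, adjusted p = 0.0537).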

We found significantly lower levels (*P* = 7.55 × 10^−4^) of gene transcripts of the putative olive ortholog of *IRX1* (Contig_6392) in Chiquitita. This results is indeed very interesting since suppressed expression of cellulose synthase genes has been previously associated to weeping canopies in poplar (Joshi et al., 2011; Lu et al., 2015). Thus, decreased expression of this enzyme might be contributing to the reduced size and/or the unusual weeping canopy of this olive variety.

Another such example is *Splayed* (*SYD*), which encodes a positive regulator of *WUS* (Wang and Li, 2008), the gene encoding the direct activator of meristematic growth (Turnbull, 2005). It is noteworthy that despite the well-established central role for *WUS* in controlling meristem activity in *Arabidopsis*, little is known about the role of its homologs in trees. 

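SYD (Contig_67514), a chromatin remodelling ATPase that promotes WUS expression, had the strongest fall in Chiquitita among the selected genes. Its intensity on the arrays was 1039 ± 54.8 (SD, n = 3 arrays) in Chiquitita, 861 ± 409 in ChiCa and 5767 ± 1673 in Arbosana, a log2 fold change of -2.43 (standard error 0.377, adjusted p = 0.00461 from limma). In the parents of Chiquitita it was 688 ± 253 (Arbequina) and 2776 ± 4050 (Picual, whose arrays spread from 318 to 7450). In a fit over all 36 arrays Chiquitita was not called against either parent, a test chosen after seeing the data (adjusted p = 0.799 and 0.986 from limma), and the call against Arbosana was lost at the same fold change (adjusted p = 0.114 from limma).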

The putative olive ortholog of *SYD* (Contig_67514) displayed significantly lower levels in Chiquitita (*P* = 2.54 × 10^−3^). This result is in keeping with the reduced size of this variety and opens the possibility of functional conservation for the WUS-CLV pathway in olive. Supporting this notion, a putative olive ortholog of the gene encoding the WUS repressor *Clavata1* (*CLV1*) (Contig_43041) shows significantly higher levels of gene transcript in Chiquitita than in Arbosana in our microarray analysis (Student's *T*-test, data not shown/ GSE60284) in keeping with a role as inhibitor of meristem growth (Turnbull, 2005).

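CLV1 (Contig_43041), a receptor kinase that restricts the stem cell population of the shoot meristem, was higher in Chiquitita and ChiCa than in Arbosana. It reached 12439 ± 427 (SD, n = 3 arrays) in Chiquitita and 10655 ± 1041 in ChiCa, against 5177 ± 1143 in Arbosana. The log2 fold change between the varieties was 1.29 (standard error 0.235, adjusted p = 0.00887 from limma). With the replicate direction as a covariate the log2 fold change between the varieties was 0.95 (adjusted p = 0.0960 from limma).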

Other selected genes with functions related to plant architecture functions include *SPY*, which encodes a GA response repressor in *Arabidopsis* (Jacobsen et al., 1996; Swain et al., 2002; Filardo and Swain, 2003; Greenboim-Wainberg et al., 2005), and thus acts as a positive regulator of cytokinins (CKs), promoting growth in axillary meristems in this species (Greenboim-Wainberg et al., 2005). Interestingly, gibberellins has been shown to display opposite roles in the regulation of shoot branching, inhibiting this process in annual plants such as pea or *Arabidopsis*, or perennials such as turfgrass or *Populus* (Scott et al., 1967; Koornneef et al., 1985; Agharkar et al., 2007; Mauriat et al., 2011; Zawaski and Busov, 2014), or stimulating it in snapdragon, or woody species such as citrus, sweet cherry or *Jatropha curcas* (Marth et al., 1956; Elfving et al., 2011; Ni et al., 2015). 

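SPY (Contig_10295), a repressor of gibberellin signalling, was higher in Arbosana than in Chiquitita. Intensities were 322 ± 38.1 (SD, n = 3 arrays) in Arbosana, 105 ± 41.3 in Chiquitita and 148 ± 65.4 in ChiCa. The log2 fold change of Chiquitita over Arbosana was -1.68 (standard error 0.355, adjusted p = 0.0163 from limma). ChiCa itself was not called against Arbosana (adjusted p = 0.0649 from limma), and the call between the varieties was lost with the replicate direction as a covariate (log2 fold change -1.39, adjusted p = 0.155).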

The elevated levels of gene transcript found for its putative olive ortholog (Contig_10295) in Arbosana, are in keeping with a conserved role in the activation of CKs synthesis in olive, and suggests a role for gibberellins in stimulating shoot growth in this species, similar to what has been described for trees such as citrus or sweet cherry (Marth et al., 1956; Elfving et al., 2011).

Other putative ortholog with reported architecture mutant phenotypes is *SAL1*. The protein encoded by *SAL1* acts through the inositol signaling pathway, modulating auxin transport (Zhang et al., 2011), and has been described as a suppressor of the effects associated to the over-expression of *PIN1* (Vernoux et al., 2000), an auxin transporter in *Arabidopsis* (Zhang et al., 2011). Interestingly, low levels of transcript for *PINL1*, an ortholog of *Arabidopsis* auxin efflux carrier, have been very recently proposed to prevent auxin polar transport in hybrid aspen, inhibiting branching and apical expansion (Rinne et al., 2015). If similar regulatory pathways were conserved in olive, the significantly higher levels of transcript for the olive putative ortholog of *SAL1* (Contig_44917) measured in Chiquitita would be consistent with its reduced growth as it could interfere with auxin polar transport in this variety.

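SAL1 (Contig_44917) had the largest log2 fold change between Chiquitita and Arbosana among the 12 selected genes. Its intensity in Chiquitita was 2288 ± 736 (SD, n = 3 arrays). In a fit over all 36 arrays, a test chosen after seeing the data, Chiquitita was not called against its parents. The log2 fold changes were 0.15 against Picual and 0.07 against Arbequina (adjusted p = 0.909 and 0.950 from limma). These values do not show a rise particular to Chiquitita. The log2 fold change over Arbosana was 2.64 (adjusted p = 0.00121 from limma). This call was kept in every limma fit that was tried; the methods' t-test on log2 values called 3930 contigs between the varieties, and 0 of them after the adjustment of Benjamini and Hochberg.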

The last of the putative orthologs of selected candidate genes with a reported architecture related mutant phenotype is *DWF4*, which encodes an enzyme that acts as limiting step in the synthesis of BRs in *Arabidopsis* (Choe et al., 2001). BRs stimulate stem elongation at extremely low physiological concentrations (Clouse et al., 1996; Clouse and Sasse, 1998; Wang and Li, 2008), with an excess of hormone repressing growth and development in *Arabidopsis* (Yuan et al., 2007). 

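DWF4 (Contig_61776), a hydroxylase that limits the rate of brassinosteroid synthesis, was higher in Chiquitita and ChiCa than in Arbosana. Its intensity was 250.3 ± 94.4 (SD, n = 3 arrays) in Chiquitita, 193 ± 64.4 in ChiCa and 72.1 ± 22.8 in Arbosana. The log2 fold change between the varieties was 1.78 (standard error 0.382, adjusted p = 0.0172 from limma). Without Chiquitita replicate 2 the log2 fold change was 1.80 (adjusted p = 0.0511 from limma), and with the replicate direction as a covariate 1.57 (adjusted p = 0.148 from limma).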

Transcript levels of its ortholog in olive were found to be significantly higher in Chiquitita. If elevated transcript levels led to elevated concentrations of BRs, it could restrict stem elongation potentially contributing to reduce growth in this variety.

### Putative orthologs in *Arabidopsis* with newly identified architecture mutant phenotypes

When we analyzed the mutant phenotypes of *Arabidopsis* orthologs of additional selected candidate genes, not previously studied in relation to plant architecture, we found architecture-related phenotypes for four out the five genes studied. A mutant carrying a T-DNA insertion in the promoter region of *CDC45*, causing a significant increase in transcript accumulation, showed early flowering and significantly higher numbers of leaves and flower buds at first flower opening (*P* = 0.0276, *P* = 0.0124, and *P* = 0.0082, respectively) (Figure 7C). *CDC45* is upregulated during the G1 to S transition in young meiotic flower buds and a reduction in its expression is associated to sterility (Stevens et al., 2004). A role in regulating flower bud meiotic activity would explain the early flowering phenotype found for this line, however how *CDC45* functions to determine changes in plant growth is still to be established in any species.

We also found a significant increase in growth (*P* = 0.037, and *P* = 0.043) (Figure 7F) for a mutant in *SCL30*, a previously uncharacterized putative transcriptional regulator of the GRAS family, which includes negative regulators of GA responses (Pysh et al., 1999; Gao et al., 2004; Turnbull, 2005) and thus, of stem elongation and growth in *Arabidopsis*.

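SCL30 (Contig_17106), which the paper lists as a regulator of the GRAS family, was higher in Chiquitita than in Arbosana with little spread between arrays. Intensities were 1403 ± 148 (SD, n = 3 arrays) in Chiquitita, 1002 ± 38.8 in ChiCa and 449.6 ± 94.9 in Arbosana, the lowest of all groups. The log2 fold change between the varieties was 1.66 (standard error 0.235, adjusted p = 0.00311 from limma), and the call was kept in every limma fit that was tried, though not by the methods' t-test on log2 values after adjustment, which called 0 contigs (3930 before).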

A role in repressing growth might be carried out also by the putative olive ortholog of *SCL30*, Contig_17106, since its expression is significantly higher in Chiquitita than Arbosana (Figures 5B, 6B). A similar reasoning can be applied to mutants in *EDL2* (both homozygous and heterozygous), which displayed early flowering and faster growth (*P* = 0, and *P* = 0.0126, respectively) (Figure 8C), thus supporting a role in negatively regulating growth in *Arabidopsis*. *EDL2* encodes an EID1-like protein, with an F-box domain, and homology to *EDL1* and *EDL3* genes. However, the expression of the putative putative olive ortholog to *EDL2* (*Contig*_40482) is significantly higher in Arbosana than in Chiquitita, supporting a potential role for this gene in activating, rather than repressing growth. This result could suggest that the role of EDL2 in controlling growth in olive may differ from that in the annual plant *Arabidopsis*.

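The putative ortholog of EDL2 (Contig_40482), an F-box protein, was lower in Chiquitita, at an intensity of 123 ± 67.8 (SD, n = 3 arrays), than in Arbosana, at 390.3 ± 27.9. This is a log2 fold change of -1.81 (standard error 0.382, adjusted p = 0.0162 from limma). ChiCa, at 189 ± 64.6, was not called against Arbosana (adjusted p = 0.104 from limma). Without Chiquitita replicate 2 (log2 fold change -1.46, adjusted p = 0.0538) or with the replicate direction as a covariate (-1.36, 0.172) limma did not call the difference between the varieties, and EDL2 was also higher in dormant than in active Picual (log2 fold change 1.49), a call lost in 5 of the 6 fits that leave out 1 array (adjusted p up to 0.155).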

We also included in our phenotypic assays *svp_41*, a well-characterized mutant of *SVP1*, which encodes a repressor of flowering (Hartmann et al., 2000). Mutants in this gene have been extensively characterized for their early flowering phenotype, but a link to a role in directly determining plant architecture had not been described when this work was carried out. Our assays showed a significant increase in growth, as an increase in stem length at first flower opening, for the mutant (*P* = 0) (Figure 8G; González-Plaza, 2013). A recent report (Andrés et al., 2014) has shown that SVP1 reduces gibberellin biosynthesis at the shoot apex, thus explaining the increased height observed in our study. 

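SVP (Contig_35467), a MADS-box repressor of flowering, was higher in Chiquitita than in Arbosana. The arrays gave 2102 ± 249.5 (SD, n = 3 arrays) in Chiquitita, 2923 ± 709.5 in ChiCa and 418 ± 216 in Arbosana. Between the varieties the log2 fold change was 2.48 (standard error 0.389, adjusted p = 0.00486 from limma). In the parents of Chiquitita the intensity was 1869 ± 582 (Picual) and 61.3 ± 25.6 (Arbequina). In a fit over all 36 arrays, a test chosen after seeing the data, Chiquitita was higher than Arbequina by 5.18 on the log2 scale (standard error 0.371, adjusted p = 2.11e-10 from limma) and not called against Picual (0.21, adjusted p = 0.887 from limma).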

The significantly higher transcript levels (*P* = 3.6 × 10^−4^) found for the *SVP1* putative ortholog, Contig_35467 in Chiquitita, consistent with the reduced size of this variety, supports the potential conservation of the role of SVP in regulating gibberellin biosynthesis at the shoot apex in olive.

Finally, we found no significant phenotypic differences for the mutant in *TPR1* (topless related) encodes another repressor of *WUS* (Causier et al., 2012), adding its effects to those of *CLV1*. A dwarf phenotype has been previously described for an over-expression line for *TPR1* in *Arabidopsis* (Zhu et al., 2010). However, the insertion in this mutant is located in the promoter region and mRNA accumulation was just slightly higher than wild type. Interestingly, the expression of the *TPR1* putative ortholog in olive (Contig_50371) is significantly higher in Chiquitita (*P* = 2.95 × 10^−4^), which would be in agreement with its having a role in repressing meristematic activity and growth in olive.

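TPR1 (Contig_50371), a corepressor of the TOPLESS family, was a dim contig in all 3 groups of the canopy comparison. It had 81.8 ± 23.0 (SD, n = 3 arrays) in Chiquitita, 59.0 ± 14.3 in ChiCa and 21.6 ± 4.12 in Arbosana. The log2 fold change of Chiquitita over Arbosana was 1.90 (standard error 0.301, adjusted p = 0.00507 from limma). It falls among the 25% dimmest contigs, which 1 alternative leaves out, and its call was lost with the replicate direction as a covariate (log2 fold change 1.82, adjusted p = 0.0566 from limma).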

### Future research

In summary, the experimental approach taken in this study has allowed us to identify genes associated to plant architecture in olive and of potential interest for potential future application to breeding through marker-assisted selection (MAS). In this last regard, differences in the expression of four of the selected genes (Contigs 6392, 10295, 12843, and 29050) did discriminate every seedling from the Chiquitita-like canopy pool from that of the parental Arbosana. Characterization of architecture phenotypes for previously uncharacterized *Arabidopsis* mutants support the relevance of this type of studies in providing basic developmental knowledge not only relevant for trees but even in for the well-known *Arabidopsis* model. The recent efforts from many research groups in gathering genomic information for tree species (Costes and Gion, 2015), including fruit trees, provides an excellent framework for further work on establishing additional functional connections with gene candidate orthologs in these species and for cross-reference of functional data in relation to genetic determination of tree architecture. They could also help in the functional annotation of the many candidate genes of unknown functions, identified through the microarray analysis in this study. These genes not analyzed further in the present study, are potentially interesting targets for future work, both for functional characterization of their role in plant architecture, and because the large differences in expression displayed by many of them makes them strong candidates for MAS. Finally, further analysis will be necessary to establish how early during plant development can expression differences be confidently established for the different candidate genes to fine-tune their applicability as expression markers, or to associate differences in expression to differences in sequence that could be used as traditional makers for breeding. This work represent the first step on the identification of genes related to tree architecture in this species of agronomical relevance. Furthermore, it can be of utmost interest to increase the efficiency of future breeding programs aimed to produce varieties adapted to high-density growing systems.

## Accession numbers

GK-339E12.01 (N721450); SALK_046685C (N679626); SALK_026812 (N526812); SALK_090582C (N676168); CS6266 (N6266); SALK_022185C (N674070); SALK_090580 (N590580); SALK_039417C (N662173); SALK_064305 (N564305); SALK_023032 (N523032); SALK_139541C (N657835); SALK_141675 (N641675); SALK_072930C (N666411); SALK_120540 (N620540); SALK_128351C (N676874); SALK_065650C (N659435); SALK_024358C (N659341); CS6938 (N6938); SALK_151367 (N651367); SALK_020882 (N520882); SALK_018189(N518189); SALK_097615C(N676314). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE60284.

## Author contributions

Experimental design and/or overall work strategy: JG, AM, JS, FL, OT, RR, VV, and CB. RR and CB carried out the sample selection, and JG, RR, and IO field sample collection. JG, AM, IO, and CB performed the microarray analysis. Statistical work was carried out by JG, IO, JS, and CB. AM, OT, JG, and CB carried out functional annotation. JG, IO, CG, FL, and CB performed the expression assays for the candidate genes in olive samples and the corresponding analysis. Experimental design for *Arabidopsis* experiments was the responsibility of JG, EB, and CB. Experimental work in *Arabidopsis* was carried out by JG, and analyzed by JG, EB, and CB. JG, EB, and CB wrote the manuscript. All authors critically reviewed the manuscript prior to submission. All authors read and approved the final version of the manuscript. All authors agreed to be accountable for accuracy, integrity and appropriateness of the manuscript. Authors initials in order: JG, IO, AM, CG, JS, FL, OT, EB, RR, VV, CB.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis Using Olive Varieties and Breeding Progenies Identifies Candidate Genes Involved in Plant Architecture
**Source:** Front Plant Sci. 2016 Mar 2;7:240. doi: 10.3389/fpls.2016.00240
**Supplement:** Supplementary file 1

**Table S1.** Primers used in this study. (No. Number; Seq. Sequence).

**Table S2**. Measurements taken for the phenotypic characterization of the *Arabidopsis* mutants.

| **Trait** | **Measurements** | | | | |
| --- | --- | --- | --- | --- | --- |
| 4 leaves stage | Days | **-** |  |  |  |
| 8 leaves stage | Days | Rosette radius |  |  |  |
| 12-13 leaves stage | Days |  |  |  |  |
| First Flower Bud (FFB) | Days |  |  |  |  |
| First Flower Opening (FFO) | Days | Rosette radius | Stem length | Number of Flower Buds (FB) | Leaves number |

**Table S3**. Pearson correlation coefficients obtained for each pair of biological replicates in the array (1-2, 1-3, and 2-3).

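Pearson's r in Table S3 compares the intensities of all contigs between 2 arrays of a group, 1 value for each of the 3 pairs. Recomputed from the deposited linear intensities, it equals the table to 4 decimals, pair by pair, for 6 of the 9 groups, within 5.0e-05. For ChiCa the 3 values are the same but stand at other pairs. For SmaD and LarD the values of the table are, as sets of 3, those of the arrays deposited under the other of the 2 names, and the deposited names were used here. The log2 scale gives other values.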

| **Exp.** | **Biol. rep..** | **r-value*** | **Conf. Interval**** |  | **Exp.** | **Biol. rep.** | **r-value*** | **Conf. Interval**** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Arbos | 1-2 | 0.9678 | 0.9669 to 0.9686 |  | LILe | 1-2 | 0.9800 | 0.9794 to 0.9805 |
|  | 1-3 | 0.9559 | 0.9547 to 0.9570 |  |  | 1-3 | 0.9481 | 0.9467 to 0.9494 |
|  | 2-3 | 0.9457 | 0.9443 to 0.9471 |  |  | 2-3 | 0.9457 | 0.9443 to 0.9471 |
| xArbe | 1-2 | 0.9763 | 0.9757 to 0.9770 |  | SILe | 1-2 | 0.9537 | 0.9524 to 0.9548 |
|  | 1-3 | 0.9862 | 0.9858 to 0.9866 |  |  | 1-3 | 0.8523 | 0.8486 to 0.8559 |
|  | 2-3 | 0.9764 | 0.9758 to 0.9770 |  |  | 2-3 | 0.8466 | 0.8428 to 0.8503 |
| Pica | 1-2 | 0.9779 | 0.9773 to 0.9785 |  | Chi | 1-2 | 0.9741 | 0.9734 to 0.9748 |
|  | 1-3 | 0.9361 | 0.9344 to 0.9377 |  |  | 1-3 | 0.9163 | 0.9141 to 0.9184 |
|  | 2-3 | 0.9630 | 0.9620 to 0.9639 |  |  | 2-3 | 0.9358 | 0.9342 to 0.9375 |
| SmaD | 1-2 | 0.9912 | 0.9910 to 0.9915 |  | ChiCa | 1-2 | 0.9671 | 0.9663 to 0.9680 |
|  | 1-3 | 0.9464 | 0.9450 to 0.9478 |  |  | 1-3 | 0.9861 | 0.9857 to 0.9865 |
|  | 2-3 | 0.9454 | 0.9439 to 0.9468 |  |  | 2-3 | 0.9835 | 0.9830 to 0.9839 |
|  |  |  |  |  | LarD | 1-2 | 0.9801 | 0.9796 to 0.9806 |
|  |  |  |  |  |  | 1-3 | 0.9780 | 0.9774 to 0.9786 |
|  |  |  |  |  |  | 2-3 | 0.9925 | 0.9923 to 0.9927 |

Abbreviations: Exp. Experiment; Conf. interval, Confidence interval; Biol. rep. Biological replicates. Arbos (Arbosana), LILe (long internodes length), Arbe (Arbequina), SILe (short internodes length), Pica (Picual active), Chi (Chiquitita), ChiCa (Chiquitita-like canopy), LarD (large trunk diameter), SmaD (small trunk diameter). *The r-value, at α=0.005 is 0.0133, and at α=0.05 is 0.0085. **The confidence interval is indicated (at 99%) for each pair of biological replicates. In all cases P-value was < 0.0001, being all correlations significant at alpha=0.05. .

**Table S4**. Accession numbers for the 2,252 candidate genes, and their correspondence with the reference transcriptome assembly ([Muñoz-Mérida et al., 2013](#_ENREF_62)).

**Table S5**. Expression values for the RT-*q*PCRs in the *Arabidopsis* mutants. *svp*-41 has a 2bp deletion with frameshift change. *dwf*4-101 has a single nucleotide substitution resulting in a residue substitution in a highly conserved domain.

| **Gene** | **Mutant** | **Tissue** | **Primer** | **Expression Ratio Mutant/WT** | **Primer** | **Expression Ratio Mutant/WT** |
| --- | --- | --- | --- | --- | --- | --- |
| CDC45 | SALK_128351C | 2 leaves stage | L7 | 3.009 |  |  |
| SCL30 | SALK_139541C | 2 leaves stage | C2 | 0.041 | C15 | 2.610 |
| EDL2 | SALK_018189 | 2 leaves stage | AB1 | 0 | AB14 | 0.149 |
|  | SALK_097615C |  |  | 0.008 |  | 0.011 |
| SVP | SALK_072930C | 2 leaves stage | EF4 | 0.014 | EF17 | 0.377 |
|  | *svp-41* |  |  | 13.379 |  | 8.679 |
| TPR1 | SALK_065650C | 2 leaves stage | W12 | 1.759 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

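Expression was measured on 36 NimbleGen arrays of 37449 olive contigs, 3 for each of 12 groups. The paper reports 9 of the groups: active shoot tips of the varieties Arbosana, Arbequina, Picual and Chiquitita, and of the seedling pools SILe, LILe, SmaD, LarD and ChiCa. The other 3 groups, dormant Picual shoot tips and pools of simple and of complex branching, carry labels but do not appear in the paper. Each array was given its group by the name of its column, which matches the sample labels. The labels of 2 SmaD arrays name short internodes in one field; they were used as SmaD, as their titles say.

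The authors labelled and scanned the arrays and normalized them with RMA; the version of their software is not stated in the text. The deposited table gives 1 normalized intensity per contig and array on a linear scale, and the log2 of each deposited intensity was taken here. A second deposited table holds 36 columns without a key to the samples and was not used here, so signals before normalization and the scanner's background were not examined. Values ran from 6.74 to 62499, and the log2 medians of the arrays from 9.25 to 9.64. An array has no read depth, and the number of arrays limits the precision.

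The fits used R 4.3.3 and limma 3.58.1 (lmFit and eBayes), and the figures Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Each three-way comparison was fitted on its own 9 arrays, with no covariate and no filter on dim contigs: SILe, LILe and Chiquitita; SmaD, LarD and Chiquitita; Chiquitita, ChiCa and Arbosana. Complex and simple branching were fitted with ChiCa, and dormant and active Picual on their own arrays. P-values were adjusted by the method of Benjamini and Hochberg over all contigs, and a contig was called at an adjusted p under 0.05 and at least 2-fold. A candidate was a contig called between the opposite groups and not called between Chiquitita and the group that shares its phenotype. The methods' t-test (2 tails, equal variances, no adjustment, at least 2-fold) was run on log2 and on linear values as an alternative.

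The paper names 14 contigs, the 12 of Figure 5, Contig_40482 (EDL2) and Contig_43041 (CLV1), and all are reported. Besides these, the rule took, for each comparison, the 2 contigs with the largest rise and the 2 with the largest fall among the calls without overlap between the arrays of both groups. Contig_43206, the fifth call between SmaD and LarD, was added after its values were seen. Gene names come from the paper, mostly as Arabidopsis orthologs. The files do not pair other contigs with names, and the reference table of olive genes matched none of them, so gene lists, GO terms and MapMan categories were not analysed here.

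Overlaps were tested with Fisher's exact test (one-sided) and the Poisson distribution. The Kruskal-Wallis test compared the group means of the contigs of a list over 9 groups, with 10000 random lists matched on mean level and 1000 not matched. As an alternative, each contig was centred on its mean over these groups. For the contigs called between Chiquitita and Arbosana, the position of each array between Arbosana (0) and Chiquitita (1) was taken as the median over contigs, also with 1 array of each variety held out of the choice of contigs.

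Choices were fixed before the data were examined, apart from those named here. The list rule with the shading of Figure 2, by which Chiquitita must also differ from the opposite group, was found after seeing the values, by running 8 t-test rules for each list. Also chosen after seeing the data were the linear group means in the Kruskal-Wallis test, array weights by the gene by gene method, positions on linear values and with held-out arrays, and the covariate for the direction along which replicates of several groups differ. The same holds for the tests of expression particular to Arbosana, of noise as the whole difference between the varieties, of dormancy and intensity along that direction and of growth activity in the varieties, for the alternatives run on CDC45, Contig_12843 and EDL2 between dormant and active Picual, for the simulations of the last 2 comparisons, for the trunk diameter candidates with the names SmaD and LarD exchanged and for the named contigs between Chiquitita and its parents. That direction is the first component of the deviations from the group means over the groups other than SILe and those compared. The position of an array on it was not centred by group, so the covariate also holds differences between groups.

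The alternatives were the methods' t-test, limma without adjustment or fold minimum, other rules for similar expression, 1 fit over all 36 arrays, fits on the 2 groups compared, array weights, the replicate number as a block, an intensity trend with robust variances, another quantile normalization, median centring, the lowest 25% of contigs left out, and each replicate left out in turn. The fits were tested on simulated data with the spread of the real arrays: of contigs changed by 1.5 on the log2 scale, limma recovered 13% in the SILe and LILe comparison, 44% in SmaD and LarD, 38% in Chiquitita and Arbosana, 14% in dormant and active Picual and 60% in the branching pools, and of those changed by 3 it recovered 64%, 83%, 91%, 69% and 94%. Each contig was simulated independently, with 1 spread for all groups of a fit, so structure shared by real arrays was absent. The replicates are shoot samples, so no result here measures the spread between trees, seedlings or seasons.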

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

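The tests of expression particular to Arbosana, of noise as the whole difference between the varieties, and of dormancy and intensity along the direction that replicates share, were chosen only after the result was seen.

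The paper does not report on the arrays of dormant Picual and of the simple and complex branching pools, and contigs were called in both comparisons. Between dormant and active Picual shoot tips limma called 2679 contigs, 969 higher and 1710 lower in dormancy; the count was 595 without Picual replicate 2, 955 without Picual replicate 3, 1072 without Picual replicate 1 and 1091 without PicualDormant replicate 3. Among these are 3 of the 14 contigs the paper names: CDC45 (log2 fold change -1.87) and Contig_12843 (-2.84) were lower and EDL2 (1.49) higher in dormant shoots, calls that were lost in 3, 5 and 5 of the 6 fits that leave out 1 array. Between complex and simple branching limma called 21 contigs, 134 without SimpleBranching replicate 3, 22 without ChiCa replicate 2, and from 3 (without ComplexBranching replicate 1) to 13 without any 1 of the other arrays. Groups simulated without any change gave limma at most 1 call for dormancy and 0 for branching in 20 draws each. The simulated contigs were independent, so structure shared by real arrays is absent from these counts. Only 9.94% of all contigs did not overlap between the branching pools, where the average over all splits is 10%, and 5 were called on the 2 groups alone, so a difference beyond single contigs is not shown. Over the 3644 contigs called between Chiquitita and Arbosana, the median position between Arbosana (0) and Chiquitita (1) was 0.835 ± 0.106 (SD, n = 3 arrays) in the simple branching pool and 0.758 ± 0.0386 in the complex branching pool.

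SILe replicate 3 stands apart from the other 2 arrays of its group, with a mean r of 0.841 with them against 0.978 between them. A typical array of another group under a wrong label is argued against. The highest r of SILe replicate 3 with an array of another group, one of LarD, was 0.900. The lowest r between replicates in the other 11 groups was 0.947. An array that deviates from its true group as well would miss this bound under any label, and 0.900 lies above the 0.841 with its own group. A wrong label is therefore not excluded. A shift that depends on intensity and remained after normalization is argued against as well, since mean intensity in 50 bins explained 0.0371 of the variance of the deviation. Signals before normalization were not examined, so this test cannot decide on a fault in labelling or hybridisation. Shoots partly dormant at harvest are in line with the deviation's r of 0.308 with the dormant minus active Picual difference, but this passes the bound of 0.3 narrowly, and ChiCa replicate 3 reached 0.297 without standing apart. Of the 2679 dormancy contigs, 62.9% deviated in the dormant direction in SILe replicate 3, 65.1% in LarD replicate 3 and 59.9% in ChiCa replicate 3, with slopes on the dormant minus active difference of 0.542, 0.136 and 0.166, so dormancy may account for part of the deviation, and how large a part stays open; an array from outside the series was not tested.

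Between Chiquitita and Arbosana limma called 3644 contigs, and between the pools of opposite phenotype 3 and 5. These counts alone do not measure how far the groups differ. Arrays did not overlap for 7.30% of all contigs between SILe and LILe, 24.2% between SmaD and LarD and 28.0% between the varieties. The average over the 10 splits of 6 arrays is 10%. Contigs are not independent, so a single split can lie far from it, and these shares alone show no difference between groups. An additive difference passed to the seedlings would put the branching pools of the same cross near the middle; on linear values with held-out parent arrays, the lowest position of their 6 arrays was 0.830, which argues against it as the source of the whole difference. Noise as the whole difference is argued against, since held-out arrays would then keep a share near 0 and kept at least 0.487 on either scale, while how far noise of the arrays on which the contigs were chosen enlarges the difference stays open, at a mean share of 0.682 (0.551 to 0.973 over 9 choices) on log2 values. Expression particular to the Arbosana arrays also stays open: the lowest position of the Picual and Arbequina arrays was 0.508 on log2 values and 0.450 on linear values, on both sides of the middle. The difference in genotype between the varieties stays among the open explanations and was not tested against these.

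Replicates of several groups differ along one shared direction, with SILe replicate 3 farthest along it. The direction held 23.6% of the variance within the 11 groups other than SILe, correlated across contigs at 0.653 with the deviation of SILe replicate 3, and held from 3.98% (Chiquitita) to 43.5% (ChiCa) of the replicate variance of single groups. A shift that depends on intensity and remained after normalization is argued against by the 0.0154 of the variance of the direction that mean intensity explained. Signals before normalization were not examined, so a fault in labelling or hybridisation was not tested. Part of the shoots being dormant at harvest stays open, at an r of 0.165 with the dormant minus active Picual difference, with the Picual arrays left out of the direction. No condition of the design varies between replicates of a group, so no other biological explanation was tested.

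Each comparison of 3 against 3 arrays has 10 splits, too few for a share under 0.05. For SILe and LILe 1 of 10 splits reached the real count by limma (3 contigs, highest other split 0), and so did 1 of 10 for Chiquitita and Arbosana (3644, highest other 0), dormant and active Picual (2679, highest other 0), the branching pools (21, highest other 0) and the candidates for internode length (1, highest other 0) and canopy shape (3644, highest other 0). By the methods' t-test on linear values, 6 of 10 splits reached the real count for SILe and LILe (201, highest other 1090), 2 of 10 for SmaD and LarD (896, highest other 1632) and 1 of 10 for Chiquitita and Arbosana (3399, highest other 691). For SmaD and LarD 2 of 10 splits reached the count by limma (5, highest other 151), as for the trunk diameter candidates (3, highest other 148). The split with 151 calls sets SmaD replicates 2 and 3 and LarD replicate 2 against the other 3 arrays, which points to a structure of the samples: LarD replicate 2 had a mean r of 0.973 with SmaD replicates 2 and 3 and 0.966 with the other LarD arrays. This split exchanges LarD replicate 2 and SmaD replicate 1. The latter had a mean r of 0.9835 with LarD replicates 1 and 3 and 0.9829 with the other SmaD arrays, so nearly the same. SmaD replicates 2 and 3 are also the arrays whose labels name short internodes in 1 field. Whether this bears on the split was not tested. The split with 1090 calls by the methods' t-test, SILe replicates 1 and 2 and LILe replicate 2 against the rest, likewise points to a structure, in which SILe replicate 3 stands apart.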

How the results depend on the processing

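Chosen only after the results were seen were the tests with the replicate direction as a covariate, array weights by the gene by gene method, the rule with the shading of Figure 2, the names SmaD and LarD exchanged, linear group means and held-out positions. The other deposited table and the gene lists were planned as alternatives and were not run, since the columns of that table carry no key to the samples and the reference matched no contig. No contig tested here changed direction while called, in any alternative. The counts between Chiquitita and Arbosana stayed within 1.5 times in 17 of 24 alternatives, the canopy candidates in 20 of 29, and the calls among the 14 named contigs in 19 of 20 (11 to 14 called). The counts between dormant and active Picual stayed so in 8 of 20, between complex and simple branching in 6 of 24, between SILe and LILe in 7 of 24 and between SmaD and LarD in 3 of 24. Of the tests of single contigs, 340 of 359 kept their side of the threshold between Chiquitita and Arbosana (14 lost and 5 gained a call), 94 of 112 between dormant and active Picual (64 of 64 for the 4 contigs with the largest changes, and 30 of 48 for CDC45, Contig_12843 and EDL2, which were added after the data were seen), 59 of 80 between branching pools, 37 of 58 between SILe and LILe and 48 of 97 between SmaD and LarD. The number of arrays limits all of these, and signal over background was not analysed here. Where a count moved, the cause was not tested, unless said below.

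Between SILe and LILe (3 calls by limma) the methods' t-test called 255 on log2 values and 201 on linear values, and 0 on log2 values after the adjustment of Benjamini and Hochberg, while limma called 534 at an unadjusted p. A fit over all 36 arrays called 26, array weights 13, gene by gene weights 11, the fit without the lowest 25% of contigs 1 and the covariate 8. Leaving out 1 array gave 1 to 7 calls: 7 without SILe replicate 3, and 1 each without SILe replicate 1, SILe replicate 2, LILe replicate 1, LILe replicate 3, Chiquitita replicate 2 or Chiquitita replicate 3.

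Between SmaD and LarD (5 calls by limma) the methods' t-test called 1015 on log2 values, 896 on linear values and 0 after adjustment, and limma 1395 at an unadjusted p. The fit over all 36 arrays called 21 (3 of the 5 among them), the 2 groups alone 1, array weights 3709, gene by gene weights 3641, an intensity trend with robust variances 8, another quantile normalization 13, the fit without the lowest 25% of contigs 10 and the covariate 0. The range over left-out arrays was 0 to 36. It was 36 without Chiquitita replicate 3, 8 without LarD replicate 2, and 0 without SmaD replicate 1, 2 or 3, LarD replicate 1, LarD replicate 3 or Chiquitita replicate 2.

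Between Chiquitita and Arbosana (3644 calls, 2163 higher and 1481 lower) the methods' t-test called 3930 on log2 values and 3399 on linear values, and 0 on log2 values after adjustment; limma called 5729 at an unadjusted p. The 2 groups alone gave 2139 and the fit without the lowest 25% of contigs 2213, with fewer arrays and fewer contigs by construction, and the covariate gave 830, of which 707 were among the 3644. Leaving out 1 array gave 1972 to 3467 calls, with 1972 without Arbosana replicate 2 and 2192 without Chiquitita replicate 2. Another quantile normalization called 3636, 1611 higher and 2025 lower, so the larger side changed, and median centring 3737, 2047 higher and 1690 lower. Among the 14 contigs the paper names, 13 were called, and 6 with the covariate.

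Between dormant and active Picual (2679 calls) the methods' t-test called 4491 on log2 values and 588 after adjustment, and limma 6138 at an unadjusted p. The fit over all 36 arrays called 5341, array weights 5729, gene by gene weights 4090 and the covariate 1264, of which 1205 were among the 2679. The range over left-out arrays was 595 to 3745: 595 without Picual replicate 2, 955 without Picual replicate 3, 1072 without Picual replicate 1 and 1091 without PicualDormant replicate 3. Between complex and simple branching (21 calls) the methods' t-test called 388 on log2 values, 306 on linear values and 0 after adjustment, and limma 762 at an unadjusted p. The fit over all 36 arrays called 35, the 2 groups alone 5, array weights 13, gene by gene weights 12 and the covariate 9. Array weights other than gene by gene did not converge in this fit, nor in that of Chiquitita, ChiCa and Arbosana. Without 1 array the count ran from 3 to 134: 3 without ComplexBranching replicate 1, 4 without ComplexBranching replicate 2 or 3, 6 without SimpleBranching replicate 1, 9 without SimpleBranching replicate 2, 134 without SimpleBranching replicate 3, 5 without ChiCa replicate 1 and 13 without ChiCa replicate 3.

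The candidates for internode length (1 by limma) numbered 173 with the methods' t-test on log2 values, 134 on linear values, 0 after adjustment, 307 by limma at an unadjusted p, 161 when similar meant no difference at any fold by the methods' t-test, and 23 with the shading of Figure 2. They were 11 over all 36 arrays, 5 with array weights of either kind, 2 after another quantile normalization, 0 without the lowest 25% of contigs and 3 with the covariate. Without 1 array they ran from 0 to 3, with 3 without SILe replicate 3, 1 without LILe replicate 2 and 0 without any 1 of the others. Those for trunk diameter (3 by limma) numbered 875, 815, 0, 1067, 808 and 299 under the same 6 rules, 11 over all 36 arrays, 1 on the 2 groups alone, 3276 with array weights, 3448 with gene by gene weights, 5 with an intensity trend, 8 after another quantile normalization, 7 without the lowest 25% of contigs and 0 with the covariate. With the names SmaD and LarD exchanged they were 1 by limma and 59 with the shading of Figure 2, and none of these is among the 3. Without 1 array they ran from 0 to 30: 30 without Chiquitita replicate 3, 5 without LarD replicate 2, 2 without Chiquitita replicate 1 and 0 without any 1 of the others. The canopy candidates (3644) numbered 0 by the methods' t-test after adjustment, 1990 when ChiCa also had to differ from Arbosana by limma, 2333 by the methods' t-test, 1957 with the shading of Figure 2, 2137 on the 2 groups alone, 2213 without the lowest 25% of contigs and 830 with the covariate. Without 1 array they ran from 1972 (without Arbosana replicate 2) to 3467 (without ChiCa replicate 3), with 2192 without Chiquitita replicate 2.

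The internode and canopy lists shared 0 contigs by limma, 28 by the methods' t-test on log2 values (one-sided p = 0.00895 from Fisher's exact test), 81 by limma at an unadjusted p (Fisher's exact p = 1.76e-08) and 4 with the shading of Figure 2 (Fisher's exact p = 0.0297). The overlap of the trunk diameter and canopy lists kept its side of the threshold in 3 of 3 alternatives. In the comparison of the trunk diameter list with matched random lists, the p of 0.145 for the 3 contigs (n = 10000 lists) became 1.00e-04, the smallest that n = 10000 lists can give, for the lists of the methods' t-test on log2 values and of the shading of Figure 2 on either scale; these lists were chosen on 3 of the 9 groups compared, and random lists were not.

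The median position between Arbosana (0) and Chiquitita (1) of the simple branching pool (0.835) was 0.961 with held-out arrays, and from 0.712 (without Chiquitita replicate 1) to 0.867 (without SimpleBranching replicate 1) with 1 array left out. That of the complex branching pool (0.758) was 0.871 with held-out arrays, 0.855 over the contigs of Table S4, and with 1 array left out 0.635 (without Chiquitita replicate 1) to 0.802 (without Arbosana replicate 3). That of ChiCa (0.826) was 0.943 with held-out arrays, 0.935 over those contigs, and with 1 array left out 0.710 (without Chiquitita replicate 1) to 0.889 (without ChiCa replicate 3). Over the contigs called by the methods' t-test, the position between LILe (0) and SILe (1) was 0.299 in Chiquitita (-0.0888 by limma), 0.475 in Picual (0.0175) and 0.821 in Arbequina (0.902), and that between LarD (0) and SmaD (1) was 0.778 in Chiquitita (0.957), 1.01 in Picual (1.11) and 0.725 in Arbequina (-0.0759).

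The replicates of different groups share a number and are not known to be paired. With the replicate number as a block, the counts were 0 between SILe and LILe, 1 between SmaD and LarD, 3114 between Chiquitita and Arbosana, 320 between dormant and active Picual and 5 between branching pools, with 0, 1 and 3114 candidates. The deviation of each array from its group mean was correlated with those of arrays in other groups. For 10 of the 36 arrays the mean r was highest with arrays of their own number, out of 3 numbers. Between same-numbered SmaD and LarD arrays the r was 0.464, 0.488 and 0.0829 for replicates 1, 2 and 3. In the other comparisons it ran from -0.441 to 0.369. A pairing of the SmaD and LarD arrays is thus neither shown nor excluded.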

Differences from the paper's values

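The rule with the shading of Figure 2, linear group means, array weights by the gene by gene method, the names SmaD and LarD exchanged and the replicate direction as a covariate were tests chosen only after the result was seen; the other alternatives named here were set before the data were examined. The paper's methods for the arrays state no adjustment of the p-values, and the counts here come from limma with an adjusted p and the same 2-fold minimum.

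The paper finds 201 contigs between SILe and LILe and 896 between SmaD and LarD; limma called 3 and 5. Of 24 alternatives each, the methods' t-test on linear values gives 201 and 896 and that on log2 values 255 and 1015, and the other 22 differ from the paper's value.

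The paper lists 23 candidates for internode length, 299 for trunk diameter (235 of them higher in SmaD) and 1957 for canopy shape (1111 higher and 846 lower in Chiquitita), in all 2252 contigs. The rule here gave 1, 3 (1 higher in SmaD), 3644 (2163 and 1481) and 3646. The methods' t-test on linear values with the shading of Figure 2, chosen after seeing the values by running 8 rules for each list, gives 23, 299, 235, 1957, 1111, 846 and 2252, and drops 0 of the 2252 contigs of Table S4. For internode length none of the other 26 alternatives comes within 1.5 times of the paper's count, and for trunk diameter none of the other 28, among them the names SmaD and LarD exchanged (1 by limma, 59 with the shading). For the canopy list 7 more of 29 alternatives do: ChiCa also called against Arbosana by limma (1990) or by the methods' t-test (2333), the 2 groups alone (2137), the lowest 25% of contigs left out (2213), and the fits without Chiquitita replicate 2 (2192), Arbosana replicate 2 (1972) or ChiCa replicate 1 (2705). These 7 also come within 1.5 times for the contigs higher in Chiquitita (1218, 1385, 1278, 1212, 1298, 1140 and 1583), as does another quantile normalization (1611), and for those lower in Chiquitita (772, 948, 859, 1001, 894, 832 and 1122). For the latter 6 further alternatives agree: no difference at any fold by limma unadjusted (1231), the fit over all 36 arrays (1165), and the fits without Chiquitita replicate 1 (1217), Chiquitita replicate 3 (1251), Arbosana replicate 1 (1037) or ChiCa replicate 2 (1218). For the contigs in any list, 8 more of 21 alternatives agree: no difference at any fold by limma unadjusted (3089), the fit over all 36 arrays (3063), the 2 groups alone (2139), the replicate number in the fit (3114), the lowest 25% of contigs left out (2218), and the fits without Chiquitita replicate 1 (2946), 2 (2192) or 3 (2982).

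The paper finds 4 contigs shared by the internode and canopy lists and 23 by the trunk diameter and canopy lists; here they were 0 and 2. The shading of Figure 2, chosen after seeing the values, gives 4 and 23 and drops 0 of them, and the other 2 alternatives differ. For the first overlap the paper gives a Poisson p of 0.0078, against 1 here, and none of the 3 alternatives agrees when the probability is that of an overlap at least as large; that of a larger overlap than observed, with the lists of the shading chosen after seeing the values, is 0.00780.

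The Kruskal-Wallis p for the trunk diameter list is 0 in the paper and 0.897 for the 3 contigs here. Of 5 alternatives, 3 also give a p near 0: the list of the t-test on log2 values (6.36e-11, n = 875 contigs), the shading of Figure 2 (2.57e-30, n = 299 contigs) and the shading with linear group means (2.25e-28, n = 299 contigs), the latter 2 chosen after seeing the values. For the canopy list the paper gives 7.37e-09 and the test here 7.40e-14 (n = 3644 contigs), and none of 5 alternatives agrees; the shading with linear group means, chosen after seeing the values, gives 1.81e-08 (n = 1957 contigs).

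Table S3 gives Pearson's r between replicates, and its values equal those on the linear scale pair by pair for 6 groups; for ChiCa the 3 values are equal but stand at other pairs. For SmaD the paper has a lowest value of 0.9454 and a highest of 0.9912, against 0.981 and 0.989 on the log2 scale and 0.978 and 0.993 on the linear scale. For LarD it has 0.978 and 0.9925, against 0.965 and 0.992 on the log2 scale and 0.945 and 0.991 on the linear scale. The linear scale, the only alternative, does not give the paper's values in either group. The paper's SmaD values equal those of the arrays deposited as LarD on the linear scale, and its LarD values those of the arrays deposited as SmaD, within 5.0e-05, in each case only as a set of 3, since the pairs of replicate numbers they stand at differ, while the lists of 299 and 235 contigs are reached with the deposited labels.

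Contig_12843 is among the contigs the paper selects as different between Chiquitita and Arbosana and was not called here (adjusted p = 0.0519 from limma). The methods' t-test on linear values calls it, and limma called it in 5 alternatives: the fit over all 36 arrays (adjusted p = 0.0191), an intensity trend with robust variances (0.0366), median centring (0.0491), the fit without Chiquitita replicate 2 (0.0336) and the replicate number in the fit (0.0399).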

Other observations

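The test of growth activity in the varieties was chosen only after the result was seen. Dormant and active Picual shoot tips differed widely, with more contigs lower than higher in dormant shoots; no array separates dormancy from the date or season of harvest. Of the 2679 contigs called by limma, 1710 were lower and 969 higher in dormant shoots, with a median change of 4.00-fold; among those over 4-fold, 935 were lower and 407 higher, and among the 108 over 16-fold, 50 were lower and 58 higher. Contig_30597 rose from 30.9 ± 4.37 (SD, n = 3 arrays) in active to 12256 ± 7809 in dormant shoots, a log2 fold change of 8.35 (adjusted p = 0.00223 from limma), and Contig_16371 from 12.6 ± 1.57 to 4099 ± 2422. The active levels were low on the array, and signal over background was not examined, so the size of these rises is uncertain. Contig_43326 fell from 4379 ± 1171 to 57.4 ± 32.9 (log2 fold change -6.36, adjusted p = 0.00223 from limma) and Contig_21453 from 4899 ± 617 to 102 ± 132. CDC45, which acts at the start of DNA replication, fell by 1.87 on the log2 scale (standard error 0.314, adjusted p = 0.0175 from limma). Contig_12843 fell by 2.84 (standard error 0.564, adjusted p = 0.0291 from limma), and EDL2 rose by 1.49 (standard error 0.348, adjusted p = 0.0484 from limma). Without 1 array, limma no longer called CDC45 in 3, Contig_12843 in 5 and EDL2 in 5 of 6 fits, at adjusted p-values up to 0.0799, 0.107 and 0.155. The contigs of Table S4 were called in 285 of 2252 cases (12.7%), against 2394 (6.80%) outside it. The files do not pair the other contigs with gene names. The count was 595 without Picual replicate 2, 955 without Picual replicate 3, 1072 without Picual replicate 1 and 1091 without PicualDormant replicate 3. The arrays of both states did not overlap for any of the 2679, and for 29.3% of all contigs. The average over all splits is 10%, from which a single split can lie far.

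Complex and simple branching pools, both from the cross of Chiquitita and Arbosana, differed in 21 contigs, 7 higher and 14 lower in complex branching. Contig_32108 was at 72.3 ± 29.4 (SD, n = 3 arrays) in complex and 3965 ± 1514 in simple branching, a log2 fold change of -5.78 (adjusted p = 1.09e-04 from limma), with ChiCa between (1572 ± 253). Contig_23128, a member of Table S4, was at 111 ± 26.6 and 3219 ± 1152 (log2 fold change -4.83, adjusted p = 1.09e-04 from limma), with ChiCa at 4477 ± 386. Contig_3907 was higher in complex branching, with 8767 ± 1719 against 516 ± 342, and Contig_7465, with 2233 ± 383 against 125 ± 71.4. Their calls (adjusted p = 0.0334 and 0.0331 from limma) were lost in 10 and 11 settings, with adjusted p-values up to 0.197. Of the 21 contigs, 8 belong to Table S4. The share of all contigs without overlap between the arrays of both pools was 9.94%, where the average over all splits is 10%. The count was 134 without SimpleBranching replicate 3, 22 without ChiCa replicate 2, and from 3 (without ComplexBranching replicate 1) to 13 without any 1 of the other arrays.

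The branching pools lay nearer to Chiquitita than to Arbosana over the canopy contigs. In a fit of 15 arrays, 2171 of the 3644 contigs were called by limma between simple branching and Arbosana, 1855 between complex branching and Arbosana, and 33 between complex branching and Chiquitita. Between simple branching and Chiquitita limma called 0, at an unadjusted p 50, and the methods' t-test 14 on log2 values and 12 on linear values. The simple branching pool lay closer to Chiquitita than to Arbosana for 95.6% of the contigs, ChiCa for 88.8%, LILe for 79.1%, complex branching for 77.3%, active Picual for 75.5%, SmaD for 68.6%, Arbequina for 57.8%, LarD for 56.1%, SILe for 53.7% and dormant Picual for 37.1%. Single arrays weigh on this order: the arrays ran from 35.3% (replicate 3) to 83.1% in SILe, where replicates 1 and 2 together gave 79.1%, from 43.9% to 79.1% in LarD, from 54.2% to 83.6% in SmaD and from 33.4% to 57.4% in dormant Picual. Exact permutation p-values between the positions of 2 pools were 1 (ChiCa and simple branching), 0.4 (ChiCa and complex branching) and 0.4 (simple and complex branching), where 0.1 is the smallest possible.

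A candidate explanation for part of the difference between Chiquitita and Arbosana is that their shoots differed in growth activity at harvest. Over the 3644 contigs, the Arbosana minus Chiquitita difference correlated with the dormant minus active Picual difference at an r of 0.435, and 74.0% of the contigs differed in the dormant direction in Arbosana. Of 500 contigs called in both comparisons, 429 went the dormant way in Arbosana and 71 the other way, where independent lists would give 137 and 124. Over all contigs the mean of Chiquitita against the other groups outside Picual had an r of -0.451 with dormancy and that of Arbosana 0.109, so the likeness lies more in Chiquitita being far from dormancy. CDC45 and EDL2 differed in that direction, and Contig_12843 against it. An inherited difference in the same genes predicts the same values and cannot be told apart from growth activity, because no replicate of either variety deviates along the dormancy difference by more than an r of 0.132; shoots of both varieties sampled at matched stages would separate them.

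The tree measurements of the pools show that some differ in more than the trait they were chosen for. The trunk diameter of the SILe seedlings was 70.6 ± 18.3 mm (SD, n = 6 seedlings) and that of the LILe seedlings 98.5 ± 14.8 mm (n = 5 seedlings; exact permutation p = 0.0260). The mean internode length, in the unit of the paper's table (mm), was 1.98 ± 0.862 in SmaD (n = 6 seedlings) and 1.45 ± 0.233 in LarD (n = 5 seedlings; exact permutation p = 0.210).

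In a fit over all 36 arrays, limma called 1716 to 6652 contigs between Arbosana and each other group, and 11 between Chiquitita and ChiCa.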
